# Apoptotic Cells induce Proliferation of Peritoneal Macrophages

**DOI:** 10.3390/ijms22052230

**Published:** 2021-02-24

**Authors:** Anne-Kathrin Knuth, Arnaud Huard, Zumer Naeem, Peter Rappl, Rebekka Bauer, Ana Carolina Mota, Tobias Schmid, Ingrid Fleming, Bernhard Brüne, Simone Fulda, Andreas Weigert

**Keywords:** apoptosis, peritoneal macrophages, RNA sequencing, Zymosan-induced peritonitis, proliferation

## Abstract

The interaction of macrophages with apoptotic cells is required for efficient resolution of inflammation. While apoptotic cell removal prevents inflammation due to secondary necrosis, it also alters the macrophage phenotype to hinder further inflammatory reactions. The interaction between apoptotic cells and macrophages is often studied by chemical or biological induction of apoptosis, which may introduce artifacts by affecting the macrophages as well and/or triggering unrelated signaling pathways. Here, we set up a pure cell death system in which NIH 3T3 cells expressing dimerizable Caspase-8 were co-cultured with peritoneal macrophages in a transwell system. Phenotype changes in macrophages induced by apoptotic cells were evaluated by RNA sequencing, which revealed an unexpectedly dominant impact on macrophage proliferation. This was confirmed in functional assays with primary peritoneal macrophages and IC-21 macrophages. Moreover, inhibition of apoptosis during Zymosan-induced peritonitis in mice decreased mRNA levels of cell cycle mediators in peritoneal macrophages. Proliferation of macrophages in response to apoptotic cells may be important to increase macrophage numbers in order to allow efficient clearance and resolution of inflammation.

## 1. Introduction

Inflammation is a regulated reaction to eliminate infection and to combat other disturbances of tissue homeostasis. A successful resolution of inflammation is necessary to restore homeostasis and prevent the development of chronic inflammation or autoimmune disease. During inflammation, polymorphonuclear leukocytes (PMNs) infiltrate the affected tissue to phagocytose and kill invading pathogens. Migration of neutrophils and monocytes into tissues is directed through the release of chemokines by cells in the inflamed tissue [1]. To end inflammation, neutrophils undergo apoptosis and are removed by tissue-resident or monocyte-derived macrophages via efferocytosis. This step is important for the resolution of inflammation because it prevents the release of danger associated molecular patterns (DAMPs) by secondary necrotic cells and avoids ongoing secretion of pro-inflammatory cytokines [1,2].

Macrophages are important cells of the immune system that, in addition to their role in the phagocytosis of pathogens, debris or dead cells, also present antigens and produce cytokines and chemokines [3]. Macrophages react dynamically to stimuli in their environment, upon which they change their gene expression profiles and metabolism in a process called macrophage polarization. In a simplified classification system, macrophages can be divided into classically activated M1 macrophages and alternatively activated M2 macrophages. Tumor necrosis factor (TNF) α or lipopolysaccharide (LPS) in combination with interferon (IFN) γ lead to a classical activation of macrophages. These cells protect against pathogens by phagocytosis and antigen presentation. M1 macrophages have a pro-inflammatory phenotype and express high levels of pro-inflammatory cytokines such as TNF-α, interleukin (IL) 1β and IL-6. Efficient efferocytosis leads to changes in the polarization of macrophages from M1 towards a pro-resolving M2-like phenotype. M2 macrophages are usually activated by IL-4, IL-10, or IL-13 and participate in debris clearance and long-term tissue repair by decreased antigen-presentation and production of pro-resolving cytokines, e.g., IL-10, transforming growth factor (TGF) β, and specialized pro-resolving lipid mediators [3,4,5]. Apoptotic cells mediate reduced nitric oxide (NO) production in macrophages by decreasing the concentration of NO synthase substrate L-arginine as a consequence of arginase expression. They also inhibit reactive oxygen species (ROS) production through a peroxisome proliferator-activated receptor (PPAR) γ-dependent mechanism and suppress the expression of pro-inflammatory cytokines [6]. Apoptotic cells thus repress inflammatory responses in macrophages. However, the molecular signaling events controlling these processes require further analysis.

In addition to polarization, macrophage numbers are also dynamically regulated during inflammation. An increase in macrophage numbers can result from the influx of blood borne monocytes or the proliferation of tissue-resident macrophages. Extrinsic factors such as macrophage colony-stimulating factor (M-CSF), granulocyte-macrophage colony-stimulating factor (GM-CSF), and IL-4, and intrinsic factors, including the activation of certain transcription factors are involved in the induction of macrophage proliferation [7].

Apoptosis is a regulated form of cell death that is usually anti-inflammatory and depends on the activation of caspases. Intrinsic apoptosis is induced upon the detection of intracellular damage signals, whereas extrinsic apoptosis results from recognition of danger by the immune system and the subsequent ligation of death receptors. After detection of danger or damage, initiator caspases (8 or 9) are activated [8]. The aspartate-specific cysteine protease caspase-8 is expressed as inactive zymogen, consisting of an N-terminal pro-domain with two death effector domains (DEDs), a large protease subunit and a small subunit. To be activated caspase-8 needs to bind to the death-inducing signaling complex (DISC), consisting of Fas-associated death domain protein (FADD) and a death receptor, whereupon it forms homodimers and undergoes autocatalytic cleavage between the large and small subunits [9]. The initiator caspases activate executioner caspases 3, 6 and 7 by protein cleavage, which leads to DNA fragmentation, destruction of proteins, phosphatidylserine externalization and formation of apoptotic bodies [8]. Phosphatidylserine on the surface of apoptotic cells functions as eat me signal for macrophages. In vivo, macrophages phagocyte apoptotic cells before they are fully fragmented to avoid disintegration [5].

During development and homeostasis, caspase activation induces proliferation by induction of mitogenic signals to reinsure tissue regeneration. In this manner, caspases can stimulate the proliferation of the cells themselves or of cells in the direct neighborhood. Apoptosis also induces proliferation of lymphocytes; however, the underlying signals and mechanisms remain to be elucidated [10,11].

Most of the past studies used activators of death receptors, e.g., Fas or TNF-α, or chemical agents to induce apoptosis and investigate the effect of apoptotic cells on immune cells. However, such approaches have the inherent disadvantage that several other signaling pathways were also activated [12]. Here, we used a system, in which apoptosis was selectively induced by the dimerization of caspase-8 [13], in combination with an unbiased approach. A co-culture model of macrophages and dimerizer-induced apoptotic cells in a transwell system was established. RNA sequencing of macrophages after co-culture with apoptotic cells revealed enhanced proliferation of macrophages. This finding was confirmed in an in vivo model of Zymosan-induced peritonitis at molecular level, where macrophages face dying neutrophils during the resolution of inflammation.

## 2. Results

### 2.1. Generation of a Dimerizer-Induced Apoptotic System

The murine fibroblast cell line NIH 3T3, stably expressing human Caspase-8 with the DEAD domains being replaced by a dimerizer domain (FK506 binding protein, FKBP), was generated using lentiviral transduction to create a pure apoptotic cell death system (Figure 1A). Addition of dimerizer leads to dimerization and activation of Caspase-8 and thereby induces apoptosis. Two single clones were selected based on their efficiency of protein expression of human Caspase-8 and co-expression of green fluorescent protein (GFP, Figure 1B; Figure S1). Both single clones were dying in a time dependent manner after treatment with dimerizer, showing significant apoptosis (Annexin V positive, while being PI negative) starting from 6 h after treatment, with membrane integrity loss starting after 8 h (Figure 1C,D). Efficient induction of cell death was validated by investigating executioner caspase activation (Figure 1E). Importantly, the activation of executioner caspases 3/7 and cell death could be blocked by the pan-caspase inhibitor zVAD.FMK (Figure 1E,F). Together, these data show that the dimerization of Caspase-8 induced apoptosis in NIH 3T3 cells.

### 2.2. Co-Culture with Apoptotic Cells Induces Macrophage Proliferation

Next, we established a co-culture system to study the effect of apoptotic cells on macrophages. Therefore, peritoneal macrophages were isolated from wild-type mice and co-cultured with NIH 3T3 cells in a transwell system prior to the addition of dimerizer (Figure 2A). After 48 h, macrophages released the cytokine CXCL5 and expressed elevated levels of the anti-inflammatory macrophage polarization marker CD206 (Figure 2B,C). Thus, the co-culture protocol effectively polarized the peritoneal macrophages as the release of CXCL5 and induction of CD206 were previously described as macrophage response to apoptotic cells [5,14].

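RNA sequencing compared peritoneal macrophages treated with dimerizer alone (MΦ+Dimerizer, 4 libraries) with peritoneal macrophages co-cultured with apoptotic NIH 3T3 cells (MΦ+FV-Casp8+Dimerizer, 4 libraries). Peritoneal macrophages are phagocytes of the abdominal cavity, and NIH 3T3 is a mouse fibroblast line. The fibroblasts carried a caspase-8 that the B/B Homodimerizer joins into active dimers, which starts apoptosis. Macrophages and fibroblasts were kept apart by a transwell membrane with 5 μm pores, and macrophage RNA was taken 48 h after 10 nM dimerizer. The sample labels give 500000 macrophages per well and name 4 numbered cultures in each group, and the paper describes the replicates as macrophages from individual animals. No library of macrophages co-cultured with living fibroblasts was analysed here, so the comparison holds the presence of the fibroblasts and their death together.
The QuantSeq method reads the 3′ end of each mRNA, with unique molecular identifiers that mark copies of one molecule. According to the paper, reads were mapped to the mouse genome GRCm38 with the Lexogen QuantSeq FWD UMI pipeline 2.3.1 and compared with the QuantSeq DE pipeline 1.3.1. The submitters' processing notes name STAR, HTSeq and DESeq2. The authors' values are normalized counts. Each one is a whole number of reads divided by a factor of its library, within a tolerance of 0.001 reads, and the factors equal the median-of-ratios factors of the 8 libraries. The recovered totals were 5904441 to 8932884 reads (median 7267570) in the MΦ+Dimerizer libraries and 6954153 to 11506556 reads (median 9156097) in the MΦ+FV-Casp8+Dimerizer libraries. The transcript Gm42418 took 6.18% to 8.98% of the reads of a library, and mitochondrially encoded transcripts took 5.59% to 7.52%.
Fold changes were computed on log2(normalized count + 1), which understates the change of low genes. They were tested with limma for the 12029 genes with a mean of at least 10 normalized counts, and p values were adjusted by the Benjamini-Hochberg method. The shared culture numbers were not used to pair the libraries. Gene lists written before the data were examined were tested with camera, which compares a list with all other genes at a preset correlation of 0.01 between its members. The paper was at hand when they were written. The mitosis and G1/S lists hold the 14 genes of its Figure 5A, which came from these libraries. With a correlation estimated from the 8 libraries, none of the 31 lists passed, and the smallest adjusted p was 0.378. For that reason the p with an estimated correlation stands beside each list that passed.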

To gain new insights into gene expression profiles of macrophages after contact with apoptotic cells, macrophages were either treated with dimerizer alone or co-cultured with apoptotic cells and the macrophage transcriptome was analyzed using whole genome mRNA sequencing (RNA-Seq; Figure 3A). To assess whether the co-culture with apoptotic cells represents the major source of variation, principal component analysis (PCA) was performed using normalized RNA-Seq data of differentially expressed genes (Figure 3B). Sample groups showed a clear separation and the variation between biological replicates (macrophages from individual animals) was small. 

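The macrophages fell into their groups along the first principal component. Cbr2, a carbonyl reductase, and Cd209f, a C-type lectin, were among the genes with the highest weights on the side of the co-culture, with loadings of 0.115 and 0.099. Pla2g2d, a secreted phospholipase, and Postn, the matrix protein periostin, had loadings of -0.11 and -0.086 on the side of the macrophages treated with dimerizer alone. Hbb-bs, a beta globin of red blood cells, also stood on that side with a loading of -0.106. Genes are named here by their loading.
The first component held 74.2% of the variance and the second 11.8%, over the 500 genes with the highest variance, which were chosen without regard to the groups. Most of these genes differed between the groups all the same: 251 were higher and 152 lower in the co-culture at an adjusted p under 0.05 from limma. On the first component the 4 MΦ+Dimerizer libraries lay between -26.3 and -19.7 and the 4 MΦ+FV-Casp8+Dimerizer libraries between 16 and 26. The gap between the groups was 35.7.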

MA plotting comparing fold-change values of genes against the mean of normalized counts of all samples were then applied (Figure 3C). A large number of genes showed a significant change in gene expression (2410 upregulated, 2359 downregulated; Table S1). 

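The gene with the largest rise was Cbr2, which went from 30.3 ± 6.7 (SD, n = 4) normalized counts in macrophages treated with dimerizer alone to 1173.2 ± 262.4 (SD, n = 4) in macrophages co-cultured with apoptotic cells. Cbr2 lies on chromosome 11 of GRCm38 from 120729489 to 120732114, and its log2 fold change was 5.22 (standard error 0.18). Large rises were also measured for F13a1, the A chain of coagulation factor XIII, from 828.8 ± 174.2 to 8323.6 ± 1554.1 (SD, n = 4 each), and for Alox15, a lipoxygenase, from 170.9 ± 29.4 to 1348.4 ± 236 (SD, n = 4 each). Ms4a6b, Cd209f and Ctla2a had log2 fold changes of 3.74, 4.34 and 2.95. The processed pseudogene Gm11942 (5.16) and 2010005H15Rik (3.11) can share reads with related copies, and Snord13 (3.57) is a small nucleolar RNA, so their values are uncertain.
The largest fall was that of Pla2g2d, from 94.5 ± 3.8 to 2.2 ± 1.8 normalized counts (SD, n = 4 each), a log2 fold change of -5.13 (standard error 0.43). Mgll, which breaks down monoacylglycerols, had a log2 fold change of -3.22, and Clec1b, a C-type lectin receptor, one of -3.19. Mamdc2, Slc36a2 and Pianp had values of -4.64, -3.79 and -2.72. Hbb-bs, whose mRNA comes from red cells, fell by 4.90 on the log2 scale, and the small nuclear RNA Rn7sk by 2.87. The named genes that rose or fell had adjusted p values from 1.76e-09 to 0.000167 from limma, and their 4 values in one group did not overlap the 4 in the other.
Of 12029 genes tested, 1806 were higher and 1646 were lower at an adjusted p under 0.05, together 28.7%. By at least 2-fold, 478 were higher and 443 lower. At an unadjusted p under 0.05, as in Table S1, 2920 genes were higher and 2857 lower among the 23008 genes with a mean above 0. The values of the groups did not overlap for 3533 tested genes (29.4%), where chance gives 2.86%.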

The reproducibility of biological replicates was again validated by hierarchical clustering (Figure 3D). Replicates of control and treatment groups clustered together. These analyses confirmed that the co-culture with apoptotic cells lead to profound changes in gene expression in peritoneal macrophages.

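Libraries of one group resembled each other more than libraries of different groups over all 12029 tested genes. Among macrophages treated with dimerizer alone the distance between libraries was 38.5 to 54.6, and among macrophages co-cultured with apoptotic cells it was 36.4 to 48.3. Between a MΦ+Dimerizer and a MΦ+FV-Casp8+Dimerizer library it was 64.3 to 84.7. Distances are Euclidean, on log2(normalized count + 1). The first split of the tree, by complete linkage, stood at a height of 84.7 and placed 0 of the 8 libraries on the wrong side, and the next split stood at 54.6. Ribosomal protein Rplp0, the reference gene of the RT-qPCR, had 2303.3 ± 127.7 and 2416.5 ± 71.2 normalized counts (SD, n = 4 each), a log2 fold change of 0.07 (adjusted p = 0.47 from limma).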

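Transcripts typical of connective tissue cells, whose source is not settled here, were lower in the libraries of macrophages co-cultured with apoptotic cells. Of 36 measured fibroblast markers, 28 were lower, 1 was higher and 7 did not pass the test (30 lower and 1 higher when adjusted over the list alone). The collagen gene Col1a1 had 2119.8 ± 447.2 normalized counts (SD, n = 4) with dimerizer alone and 783.9 ± 148.3 (SD, n = 4) in the co-culture, a log2 fold change of -1.43. Col1a2 and Sparc, also of the matrix, changed by -1.27 and -1.25. The marker that was higher, Twist2 (0.69), lost its call in 6 of the 8 fits that left out a library, with no filter and with DESeq2. The list as a whole was lower by camera (median log2 fold change -1.19, adjusted p = 5.59e-16, and adjusted p = 0.378 with an estimated correlation). All 3 measured mesothelial markers, Wt1, Upk1b and Lrrn4, were lower (also 3 when adjusted over the list alone), with a median of -1.66 (camera adjusted p = 0.0139, and adjusted p = 0.378 with an estimated correlation).
Markers of other blood cells moved in both directions. Of 13 B cell markers, 2 were higher, among them Bank1 at 1.71, Cd22 was lower at -1.02 and 10 did not pass, with the same counts when adjusted over the list alone (camera adjusted p = 0.102). The abundant immunoglobulin transcripts Ighm and Igkc had log2 fold changes of 0.56 and 0.57 (adjusted p = 0.398 and 0.408). None of 4 T and NK cell markers passed, also when adjusted over the list alone (camera adjusted p = 0.786), but Cd2 passed with array weights (adjusted p = 0.0455) and without MΦ+FV-Casp8+Dimerizer replicate 2 (0.0117). Of 3 neutrophil markers, Csf3r at -1.16 and Mmp8 at -1.67 were lower, and S100a8 had a value of 0.27 (2 lower adjusted over the list alone, camera adjusted p = 0.138). Of 9 mast cell markers, Gata2 at -1.42 and Tpsab1 at -1.61 were lower (2 lower adjusted over the list alone, camera adjusted p = 0.106). Without MΦ+Dimerizer replicate 2 the mast cell list passed (adjusted p = 0.00301), and the B cell list passed without MΦ+Dimerizer replicate 4 (0.011) or MΦ+FV-Casp8+Dimerizer replicate 2 (0.0155). Over all 8 libraries these lists had an adjusted p = 0.757 (mast cell) and an adjusted p = 0.83 (B cell) with an estimated correlation. With the replicate number as a block, both lists passed by camera. No source states that the numbers mark shared animals or days. In their deviations from the group means, however, all 8 libraries correlated best with their own number (0.09 to 0.34). Whether these 2 lists changed thus depends on whether the libraries are paired, which stays open. Under that block Ighm (adjusted p = 0.0232 from limma), Ms4a1 (0.00014), Cd2 (0.0365), Cpa3, Tpsb2, Cma1 and Cd209a passed as well. Of 7 dendritic cell markers, 4 were lower, among them Clec9a at -3.40, and Ccr7 was higher at 1.44, a call lost without MΦ+FV-Casp8+Dimerizer replicate 3 or 4 (4 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.106). Of 4 eosinophil markers, Siglecf was lower at -2.84, while Alox15, which macrophages also express, was higher (1 lower and 1 higher adjusted over the list alone, camera adjusted p = 0.57). None of 7 mitochondrially encoded genes passed, also when adjusted over the list alone (camera adjusted p = 0.974).

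**Figure D1:**
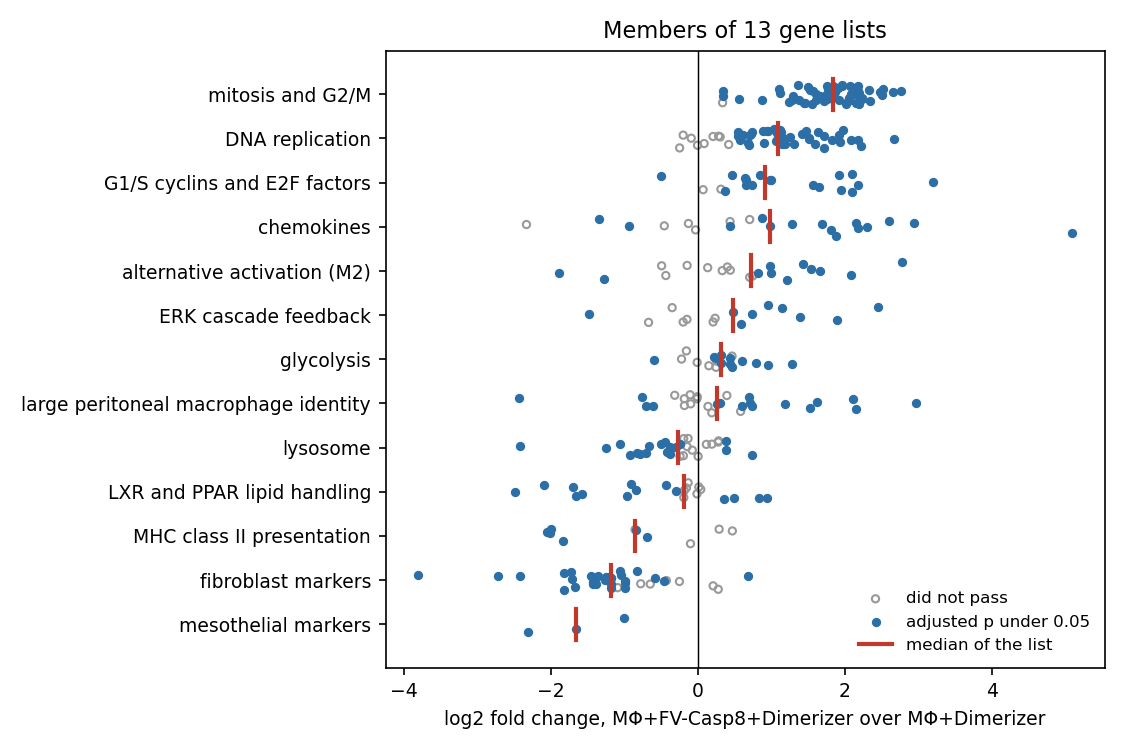
Log2 fold change of each measured member of 13 gene lists (horizontal axis, macrophages co-cultured with apoptotic cells over macrophages treated with dimerizer alone, n = 4 libraries each). Of 31 lists tested, these are the 13 that passed camera at its preset correlation of 0.01 (adjusted p under 0.05). The other lists are not drawn. Filled points passed an adjusted p of 0.05 in limma, open points did not, and the red bar is the median of the list, which ranges from 1.84 for mitosis and G2/M to -1.66 for mesothelial markers.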

To analyze the pathways underlying the altered gene pattern, Gene set enrichment analyses (GSEA) and Gene ontology (GO) analyses were performed (Figure 4). 

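Genes of prostaglandin E2 synthesis and signalling went in both directions in macrophages co-cultured with apoptotic cells. Ptgs1, the constitutive cyclooxygenase, rose from 990.7 ± 180 to 1846.5 ± 440 normalized counts (SD, n = 4 each), a log2 fold change of 0.89 (standard error 0.16, adjusted p = 0.00104 from limma). Ptgs2, the inducible cyclooxygenase, fell from 199.1 ± 43.7 to 86.6 ± 32.4 (SD, n = 4 each), a log2 fold change of -1.23 (standard error 0.22, adjusted p = 0.000997 from the same test). Ptger4, which encodes the prostaglandin E2 receptor EP4, fell by 0.52 on the log2 scale, and the receptor gene Ptger2 had a log2 fold change of -0.09. Hpgd, which inactivates prostaglandin E2, rose by 0.78 (standard error 0.26, adjusted p = 0.0405 from limma). That call lay near the threshold and was not followed under other settings.
Of 11 measured genes of this group, listed before the data were examined, 3 were higher, 2 were lower and 6 did not pass the test (3 higher and 2 lower when adjusted over the list alone). Pla2g4a, also higher, which releases arachidonic acid, had a log2 fold change of 0.325 and lost its call without MΦ+Dimerizer replicate 1 (0.29) or 2 (0.30) or MΦ+FV-Casp8+Dimerizer replicate 1 (0.25). The terminal synthases Ptges, Ptges2 and Ptges3 had values of 0.45, -0.355 and 0.18 and did not pass. As a group the list did not pass the test against other genes (median log2 fold change 0.16, camera adjusted p = 0.803). The gene sets behind the GSEA were not used here, and they can hold other genes than this list. The paper's set is named as a response to prostaglandin E2, while this list holds genes of its synthesis and receptors, so the list does not test that set.

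**Figure D2:**
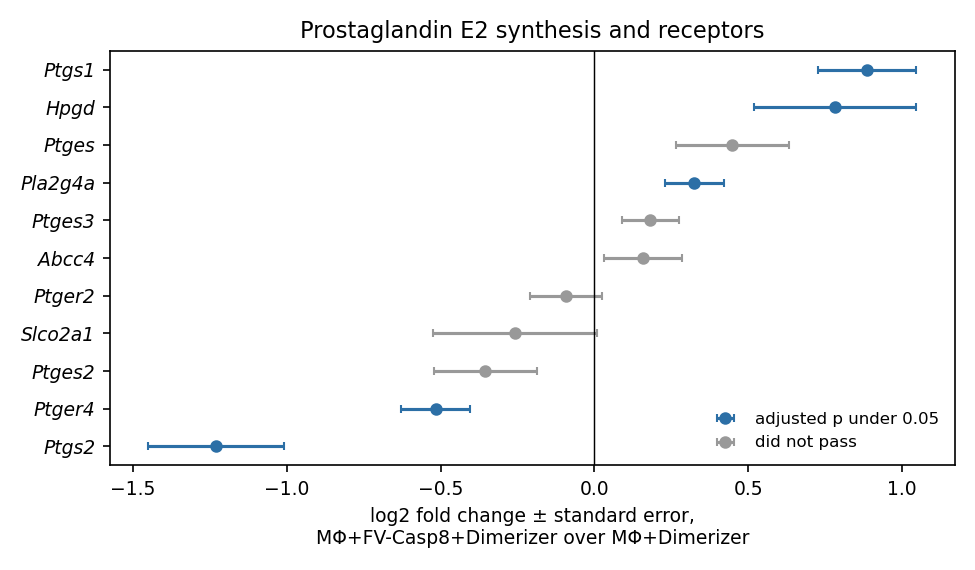
Log2 fold change of the 11 measured genes of prostaglandin E2 synthesis and receptors (horizontal axis, macrophages co-cultured with apoptotic cells over macrophages treated with dimerizer alone, n = 4 libraries each), with the standard error as bars. Blue points passed an adjusted p of 0.05 in limma, and the values run from -1.23 for Ptgs2 to 0.89 for Ptgs1.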

GSEA showed enrichment of the prostaglandin E2 pathway (Figure 4A, Table S2), which is known to be activated following efferocytosis [15]. 

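Most measured genes of DNA replication and of the G1/S transition were higher in macrophages co-cultured with apoptotic cells. Mcm5, a subunit of the replicative helicase, went from 90 ± 10.9 to 330.2 ± 93.1 normalized counts (SD, n = 4 each), a log2 fold change of 1.83 (standard error 0.18, adjusted p = 8.13e-06 from limma). Of 52 measured DNA replication genes, 42 were higher, none was lower and 10 did not pass, Pcna among them (45 higher and 1 lower when adjusted over the list alone). The list was higher as a whole (median log2 fold change 1.08, camera adjusted p = 7.86e-19, and adjusted p = 0.378 with an estimated correlation).
Of 20 cyclins, E2F factors and their partners of the G1/S transition, 17 were higher, 1 was lower and 2 did not pass (the same counts when adjusted over the list alone). Ccnd1, which encodes cyclin D1, rose from 412.8 ± 106.7 to 3775.4 ± 840.7 normalized counts (SD, n = 4 each). Cyclin D3 (Ccnd3) rose by 0.98 on the log2 scale, and Ccnd2, the gene of cyclin D2, fell by 0.50. Ccne2, E2f2, E2f7 and E2f8 had values of 2.19, 2.09, 1.95 and 1.93. This list had a median of 0.92 (camera adjusted p = 5.72e-09, and adjusted p = 0.378 with an estimated correlation).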

Interestingly, cell cycle and DNA replication pathways were also enriched (Figure 4B–D). 

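Nearly all measured genes of mitosis and the G2/M phase were higher in macrophages co-cultured with apoptotic cells. Of 64 genes in this list, 63 were higher and none was lower, and only Cenpa did not pass (64 higher when adjusted over the list alone). Cenpf, a protein of the kinetochore, rose from 110.8 ± 11.4 to 518.3 ± 151.7 normalized counts (SD, n = 4 each), a log2 fold change of 2.17 (standard error 0.18, adjusted p = 1.92e-06 from limma). The median log2 fold change of the list was 1.84 (camera adjusted p = 1.01e-35, and adjusted p = 0.378 with an estimated correlation). Summed over the list, the normalized counts were 7557.1 ± 333.9 (SD, n = 4) with dimerizer alone and 20854.7 ± 6060.8 (SD, n = 4) in the co-culture. The co-culture libraries differed among themselves, from 14296.6 in replicate 1 to 28417.1 in replicate 2, and all 4 lay above the highest control library (7946.2).
With the thresholds the paper gives for its GO analysis, read as a mean above 30, an unadjusted p under 0.01 and a log2 fold change above 2, 94 genes were higher, and 60 with DESeq2 and a prior on the fold change. Of the 94 genes, 24 belonged to the mitosis list, 4 to the DNA replication list and 4 to the G1/S list, together 34.0%. These lists make up 1.31% of the 10169 genes with a mean above 30 (Fisher's exact test, two-sided, p = 6.96e-38, over genes, which are not independent of each other). The mitosis and G1/S lists hold the 14 genes of Figure 5A, which came from these libraries, so neither this test nor camera is independent of them.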

Consistently, GO analysis showed that mainly pathways related to cell cycle, cell division, and mitosis were upregulated in macrophages co-cultured with apoptotic cells (Figure 4E). Again, enrichment of gene sets suggesting apoptotic cell clearance proved the accuracy of the experimental system.

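Genes with a role in the uptake of apoptotic cells moved in both directions. Gas6, which bridges phosphatidylserine to receptors of the TAM family, rose from 538.4 ± 52 to 2780.7 ± 203.5 normalized counts (SD, n = 4 each), a log2 fold change of 2.37 (standard error 0.08, adjusted p = 1.76e-09 from limma). The phosphatidylserine receptors Stab1 and Timd4 rose by 1.67 and 1.52 on the log2 scale. Of the TAM receptors, Axl fell by 1.56, from 717.4 ± 69 to 242.9 ± 34.2 normalized counts (SD, n = 4 each), and Mertk fell by 0.25, from 2687.8 ± 112.3 to 2256.4 ± 64.6 (SD, n = 4 each). Mfge8, another bridging protein, and Pparg, a nuclear receptor, fell by 1.35 and 2.10.
Of 34 measured genes of apoptotic cell clearance, 9 were higher, 10 were lower and 15 did not pass (11 higher and 11 lower when adjusted over the list alone), and the list did not pass the test against other genes (median log2 fold change 0.02, camera adjusted p = 0.954). Genes of lipid handling under LXR and PPAR, which process the lipids of ingested cells, were lower as a list: 10 of 21 were lower, 4 were higher and 7 did not pass (10 lower and 4 higher when adjusted over the list alone). Their median was -0.19 (camera adjusted p = 0.00283, and adjusted p = 0.378 with an estimated correlation). The cholesterol exporter Abcg1 fell from 796.5 ± 16.4 to 141 ± 15.8 normalized counts (SD, n = 4 each), while Fasn, the fatty acid synthase, rose by 0.49 on the log2 scale.
Lysosome genes were lower as a list too: 16 of 30 were lower, 3 were higher and 11 did not pass (16 lower and 6 higher when adjusted over the list alone, median -0.27, camera adjusted p = 0.000214, and adjusted p = 0.504 with an estimated correlation). Atp6v0d2, a subunit of the proton pump, fell by 2.42, and Tfeb, a regulator of lysosome genes, had a log2 fold change of -1.255. Of 24 cholesterol synthesis genes, 5 were higher, Stard4 (0.57) and Sqle (0.45) among them, none was lower and 19 did not pass (5 higher when adjusted over the list alone, camera adjusted p = 0.233).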

Macrophage proliferation was a neglected phenomenon for a long time, but it has recently been rediscovered. Therefore, we were interested to look deeper into the activation of cell cycle pathways. 

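All 14 genes of the heat map in Figure 5A were higher in the macrophages co-cultured with apoptotic cells: Kif20b, Aspm, Aurka, Aurkb, Ccnd1, Ckap2, Cdkn3, Nuf2, Cdca3, Cdc20, Ccnb1, Ccnb2, Cdk1 and Ccnf. Their log2 fold changes ran from 1.11 for Cdc20, an activator of the anaphase-promoting complex, to 3.21 for Ccnd1 (standard error 0.19). Nuf2, of the kinetochore, went from 11.9 ± 3.3 to 91.7 ± 44.8 normalized counts (SD, n = 4 each). The spindle protein gene Aspm went from 44.5 ± 10.6 to 221 ± 100.4 (SD, n = 4 each). The adjusted p values from limma were between 1.73e-07 and 0.0022, and all 14 were also higher when adjusted over the list alone. The heat map was made from the same libraries, so the shared direction of its genes is not independent evidence.
The 6 cell cycle genes that the paper also measured by RT-qPCR were each higher in all 4 co-culture libraries than in any control library. An exact two-sided permutation test that took the libraries as unpaired gave p = 0.029 for each gene, the smallest p that 4 libraries against 4 allow. Mki67, which encodes the proliferation marker Ki-67 and lies on chromosome 7 of GRCm38 from 135689784 to 135716361, went from 167.1 ± 42 to 775.8 ± 267.7 normalized counts (SD, n = 4 each), a ratio of means of 4.64. Top2a, topoisomerase II alpha, went from 390.8 ± 50.4 to 1788.4 ± 515.1 (SD, n = 4 each), a ratio of 4.58. The kinase genes Aurka, Aurkb and Cdk1 had ratios of 2.73, 4.21 and 3.92, and Ccnb1, the gene of cyclin B1, had a ratio of 4.17.

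**Figure D3:**
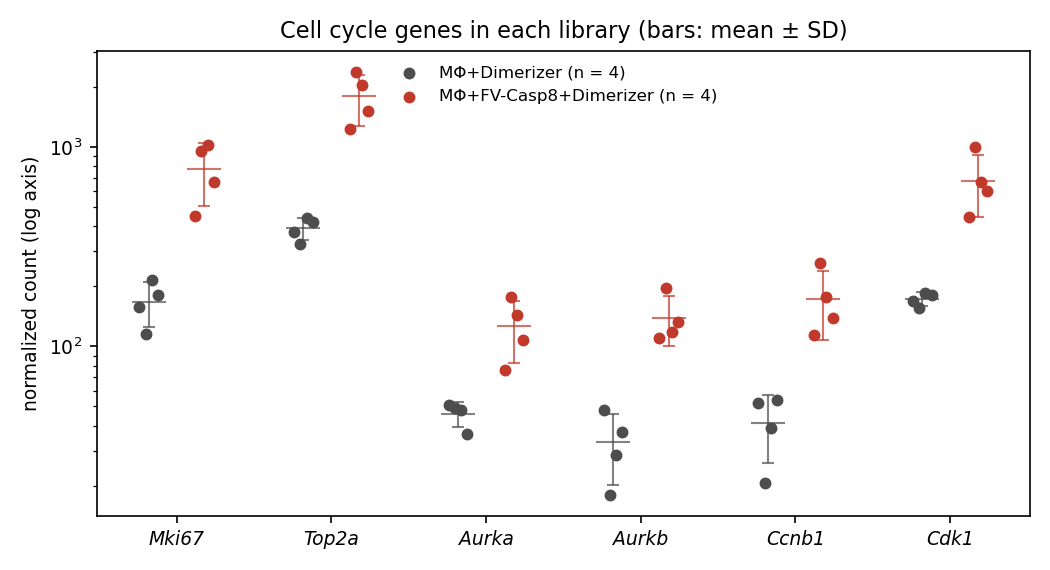
Normalized counts (vertical log axis) of 6 cell cycle genes in each of the 4 MΦ+Dimerizer libraries (grey) and the 4 MΦ+FV-Casp8+Dimerizer libraries (red), with the mean ± SD as bars. For each gene every co-culture library lies above every control library, with ratios of means from 2.73 for Aurka to 4.64 for Mki67.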

Fourteen genes associated with the cell cycle were upregulated in our study (Figure 5A). A selection of these mediators of the cell cycle were also significantly upregulated at mRNA level when RNA-Seq data was independently validated by RT-qPCR (Figure 5B). We next asked whether macrophages were indeed proliferating in the co-culture system. To explore this, confluency was analyzed using an incubator-based imaging system. Generally, co-culture with NIH 3T3 cells appeared to provide a survival benefit for peritoneal macrophages (Figure 5C). However, wells containing macrophages co-cultured with apoptotic cells reached a higher degree of confluency (an index of proliferation) than wells with macrophages co-cultured with fibroblasts, implying that the co-culture with apoptotic cells further stimulated macrophage proliferation. Furthermore, the IC-21 peritoneal macrophage cell line was stained with eFluor 670 before the co-culture and fluorescence intensity was measured after 48 h (Figure 5D, E). The fluorescent dye eFluor 670 binds to any cellular protein containing primary amines and it is diluted during cell division. Co-culture of IC-21 cells with apoptotic cells significantly decreased the mean fluorescence intensity of the dye, suggesting an accelerated proliferation of IC-21 cells (Figure 5D,E), although it is noteworthy that apparently only a small proportion of the cells actually proliferated. Together, these data indicate that the interaction with apoptotic cells induces the expression of cell cycle-related genes and proliferation of peritoneal macrophages.

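Genes that hold the cell cycle back did not move as a group. Cdkn2c and Cdkn2d, inhibitors of CDK4 and CDK6, were higher in the co-culture, with log2 fold changes of 1.503 and 0.94. Cdkn1c, another inhibitor, was lower at -1.07, and so was Foxo3, a transcription factor of quiescent cells, at -0.52. Of 17 measured CDK inhibitors and quiescence genes, 3 were higher, 3 were lower and 11 did not pass (the same counts when adjusted over the list alone, median -0.06, camera adjusted p = 0.977). Of 19 p53 targets, 1 was higher (Gdf15, 1.12), 2 were lower (Eda2r, -1.37, and Bbc3, -0.56) and 16 did not pass (also 1 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.57).
Among 18 genes of the macrophage growth factor axis, 5 were higher and 6 were lower (the same counts when adjusted over the list alone, camera adjusted p = 0.76). Csf1, which encodes M-CSF, fell from 366.7 ± 88.2 to 142.4 ± 34.2 normalized counts (SD, n = 4 each), a log2 fold change of -1.36 (standard error 0.18, adjusted p = 0.000106 from limma). Fibroblast markers fell in the same libraries (median -1.19), and the values do not show which cells the Csf1 transcripts came from. The receptor gene Csf1r had a value of -0.19, which did not pass. Klf2, a transcription factor, rose by 1.66 on the log2 scale.
The paper states that cell cycle and DNA replication pathways were enriched and that 14 cell cycle genes were upregulated. From its data together it proposes that the interaction with apoptotic cells induces cell cycle-related genes and proliferation of peritoneal macrophages.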

### 2.3. Inhibition of Apoptosis in a Model of Self-Resolving Inflammation Reduces mRNA Expression of Cell Cycle Genes in Macrophages In Vivo

To explore the role of apoptosis in resolution of inflammation in vivo, a model of self-resolving peritonitis was applied by injecting 10 mg/kg Zymosan-A into the peritoneal cavity of C57 BL/6 mice. During the time course of inflammation in this model, the yeast component Zymosan-A is recognized by dectin-1 and toll-like receptor 2 (TLR2) on phagocytes. Activation of these receptors leads to phagocytosis, production of ROS, nuclear factor κ-B activation and, in the end, release of pro-inflammatory cytokines and chemokines [16]. The influx of neutrophils peaks within 4 h and resolution starts after 72 h. At day six, inflammation is usually resolved [17].

Eight hours after Zymosan-A injection, i.e., shortly after the peak of neutrophil influx, apoptosis was inhibited by injection of zVAD.FMK *i.p.* (Figure 6A). Cells and mediators in the peritoneum were isolated 1, 3 and 6 days after Zymosan administration. The neutrophil peak at day one indicated that inflammation had been successfully induced. Neutrophil levels decreased by day three, while percentage of macrophages, dendritic cells, B cells and T cells increased at day three accordingly, demonstrating, that resolution of inflammation started (Figure 6B, Figures S2 and S3). Injection of zVAD.FMK led to decreased levels of dead neutrophils at day one and three (Figure 6C). Next, we studied the effect of apoptosis inhibition on expression of cell cycle genes in macrophages. Inhibition of apoptosis decreased the expression of Aurora A kinase at day one, while cyclin b1 expression was decreased on days one and three. Cyclin-dependent kinase 1 (CDK1) expression was also significantly reduced on day three after Zymosan application (Figure 6D–F). In vitro, co-culture with apoptotic cells led to increased levels of CXCL5. In vivo, inhibition of apoptosis reduced levels of CXCL5 in the peritoneum on day one. In summary, these data show that inhibition of apoptosis in vivo effects markers of macrophage proliferation at the site of inflammation, suggesting that macrophage proliferation is indeed a feature of the interaction with apoptotic cells.

## 3. Discussion

In the present study, we describe a direct and prominent impact of apoptotic cells on peritoneal macrophage proliferation. This conclusion is underscored by RNA sequencing, which was validated using two different proliferation assays in peritoneal macrophages and upregulation of cell cycle mediators at mRNA level. Furthermore, inhibition of apoptosis in an in vivo model of self-resolving inflammation revealed reduced mRNA levels of cell cycle mediators in macrophages. Inhibition of apoptosis during Zymosan-induced peritonitis decreased the levels of cell cycle mediators in peritoneal macrophages but did not affect neutrophil levels or the timeline of inflammation. Proliferation of macrophages in this setting may only slightly contribute to macrophage levels as a massive influx of monocytes occurs during inflammation.

To exclude activation of other signaling pathways except apoptosis, a pure cell death system was used by addition of dimerizer to cells expressing Caspase-8 fused to a dimerizer domain. It was shown before that dimerization of Caspase-8 is sufficient to induce apoptosis. As expected, phagocytosis of these cells did not induce an inflammatory phenotype in dendritic cells [13]. We could confirm this finding in macrophages co-cultured with apoptotic cells, which did not develop a pro-inflammatory phenotype either, although cells underwent secondary necrosis at later time points. 

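Markers of both activation states moved in the macrophages co-cultured with apoptotic cells. Mrc1, which encodes CD206, rose from 1480.3 ± 465.7 to 6147.8 ± 1009.8 normalized counts (SD, n = 4 each), a log2 fold change of 2.09 (standard error 0.17, adjusted p = 1.94e-06 from limma). Arg1, the gene of arginase 1, rose by 1.55 on the log2 scale, and the scavenger receptor Cd163 by 2.78. Clec7a, which encodes dectin-1, and Egr2 fell by 1.28 and 1.89. Of 20 measured alternative activation (M2) genes, 9 were higher, 2 were lower and 9 did not pass (9 higher and 2 lower when adjusted over the list alone, median 0.73, camera adjusted p = 0.00477, and adjusted p = 0.378 with an estimated correlation). Without the members that other lists also hold, the adjusted p was 0.214.
Of 18 pro-inflammatory (M1) genes, 7 were higher, 3 were lower and 8 did not pass (7 higher and 3 lower when adjusted over the list alone, median 0.20, camera adjusted p = 0.57). The scavenger receptor Marco rose from 1372.7 ± 467.3 to 9525 ± 3709.1 normalized counts (SD, n = 4 each), and the inflammasome gene Nlrp3 rose by 0.81 on the log2 scale. Irf5, a transcription factor of this state, fell by 0.44. The cytokine genes Tnf, Il1b and Il10 had log2 fold changes of 0.38, -0.29 and 0.745, which did not pass (adjusted p = 0.14, 0.543 and 0.194), and Tnf passed without MΦ+FV-Casp8+Dimerizer replicate 1 (0.57). Il6 had means of 7.71 and 8.24 normalized counts and Nos2 means of 0.48 and 0, below the minimum for a test.
Of 29 interferon-stimulated genes, 7 were higher, such as Bst2 (1.498) and Rtp4 (2.03), 1 was lower (Gbp2, -1.96) and 21 did not pass (7 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.106). The call of Gbp2 was lost with a robust variance trend (adjusted p = 0.115). The list passed without MΦ+Dimerizer replicate 3 (adjusted p = 0.0116) or 4 (0.011) or without MΦ+FV-Casp8+Dimerizer replicate 2 (0.0195), and over all 8 libraries it had an adjusted p = 0.83 with an estimated correlation.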

Our established co-culture system is thereby an easy-to-handle method to study the interaction of two different cell types because no complex separation process is needed to analyze mRNA levels of macrophages. The pore size of the transwell membrane was 5 μm, allowing medium, apoptotic bodies and mediators to diffuse through the membrane [18]. Co-culture of macrophages with living fibroblasts maintained their survival indicating that fibroblasts produce mediators that are beneficial for macrophages in cell culture. Apoptotic cells in the co-culture with macrophages induced higher levels of proliferation either through phagocytosis of apoptotic bodies or released mediators. Our data indicate a major impact of PGE_2_ signaling in the macrophage phenotype in response to apoptotic cells. 

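Genes that respond to cyclic AMP, the second messenger of the prostaglandin E2 receptors EP2 and EP4, moved in both directions in the co-cultured macrophages. Crem, a cyclic AMP-responsive transcription factor, rose from 126.3 ± 9.2 to 179.5 ± 23.5 normalized counts (SD, n = 4 each), a log2 fold change of 0.50 (standard error 0.12, adjusted p = 0.00666 from limma). Rgs2, a regulator of G protein signalling, fell from 4340.4 ± 388.7 to 2630.4 ± 432.5 (SD, n = 4 each), and Vegfa, the vascular growth factor, fell by 0.77 on the log2 scale. Of 17 measured genes of the cyclic AMP response, 5 were higher, 3 were lower and 9 did not pass (5 higher and 4 lower when adjusted over the list alone). The list did not pass the test against other genes (median 0.31, camera adjusted p = 0.368).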

PGE_2_ has been suggested a one driver of apoptotic cell-induced, and particularly caspase-induced proliferation [19]. Thus, PGE_2_ signaling may be a major candidate for promoting macrophage proliferation in response to apoptotic cells. However, PGE_2_ may promote or inhibit macrophage proliferation in a context-, polarization- and concentration-dependent manner [20,21,22]. Functional studies into molecular drivers of macrophage proliferation therefore will require extensive future studies.

Despite a, historically, widely held belief, that macrophages do not proliferate, our data together with other publications support proliferation of macrophages in tissues. Recent lineage tracing studies have shown that macrophages from embryonic sources sustain their numbers in tissues independently from infiltrating monocytes, thus undergoing proliferation [23]. This was described under physiological conditions, during inflammation, infection and in diseases like atherosclerosis, obesity, and cancer [24,25]. M-CSF was shown to promote macrophage proliferation in the peritoneal cavity at steady state and during Zymosan-induced peritonitis [26]. However, a potential impact of apoptosis and apoptotic cells was not studied. In the context of IL-4-inducing helminth infection, genetic ablation of phagocytic receptors, MerTK and AXL, leads to reduced proliferation of macrophages and induction of anti-inflammatory and tissue repair genes. These experiments indicate that phagocytosis of apoptotic cells is necessary to induce tissue repair programs in macrophages at least in the presence of IL-4 [27], supporting findings in our system that efferocytosis can lead to induction of macrophage proliferation. Moreover, phagocytosis of microbes stimulated macrophages to re-enter the cell cycle, hypothesizing a phagocytosis-induced activation of proliferation, although the mechanisms of bacteria phagocytosis and efferocytosis are fundamentally different [28]. Activation of macrophage proliferation may also be context- and tissue-specific as Reddy and colleagues described that phagocytosis of apoptotic cells inhibits cell cycle entry in macrophages [28]. Our data are not fully comparable with this publication, as they used peritoneal macrophages isolated after thioglycolate challenge and induced apoptosis by irradiation or staurosporine treatment, which are not pure cell death systems.

The reason why apoptotic cells would induce proliferation in macrophages is unclear. This may be a bystander effect of caspase-induced proliferation that was described previously during development and tissue homeostasis [10,11]. Alternatively, an increase in macrophage numbers may help to remove dead cells and supports tissue regeneration and resolution of inflammation. Moreover, self-renewal could be important to ensure an efficient local macrophage population allowing quick immune responses to secondary infections. However, increased numbers of anti-inflammatory cells such as macrophages in the anti-inflammatory phase of inflammation can also have detrimental consequences. In atherosclerosis it was shown that macrophage accumulation in arterial walls is not only depending on recruitment of monocytes but also on proliferation of macrophages [29]. Thus, macrophage proliferation can lead to chronic inflammation. Furthermore, fibrosis can be the result of an incomplete resolution of inflammation, which can be induced by excess numbers of macrophages [30,31]. Additionally, in adipose tissue excess macrophages can induce inflammation [24]. In cancer, proliferation of resident macrophages was shown to ensure maintenance of tumor-associated macrophages (TAMs). These TAMs are also subjected to large numbers of apoptotic tumor cells, which can induce a pro-tumor phenotype and promote tumor growth [32]. The role of cell death or apoptosis in inducing macrophage proliferation in these diseases therefore needs to be studied further.

## 4. Materials and Methods

### 4.1. Cell Culture and Chemicals

NIH 3T3 cells were obtained from DSMZ (Deutsche Sammlung von Mikroorganismen und Zellkulturen, Braunschweig, Germany). IC-21 and Phoenix AMPHO cells were obtained from ATCC (American Type Culture Collection, CEM, Manassas, VA, USA). NIH 3T3 and Phoenix AMPHO cells were cultured in DMEM Medium (Life Technologies, Inc., Eggenstein, Germany) supplemented with 10% fetal calf serum (FCS, Life Technologies), 1% sodium pyruvate (Life Technologies) and 1% penicillin/streptavidin (Life Technologies). Peritoneal macrophages, isolated from C57 BL/6 mice using 3 or 5 mL PBS, and IC-21 cells were cultured in RPMI Medium 1640 GlutaMAXTM-I (Life Technologies) supplemented with 10% FCS and 1% penicillin/streptavidin. Cell lines were negatively tested for mycoplasma contamination. zVAD.FMK was obtained from Bachem (Heidelberg, Germany), B/B Homodimerizer from Clontech (Mountain View, CA, USA), Annexin V-FITC from Immunotools (Friesoythe, Germany) and Annexin V-APC from Biolegend (San Diego, CA, USA). All other chemicals were obtained from Sigma-Aldrich (Taufkirchen, Germany) or Carl Roth (Karlsruhe, Germany), unless otherwise indicated.

### 4.2. Generation of NIH 3T3 Cells Expressing FV-hCasp8

Plasmids to generate NIH 3T3 FV-hCasp8 cells (FV-hCasp8-2A-GFP in pBabe Puro) were kindly provided by Andrew Oberst (University of Washington, [13]). Transfection of Phoenix cells was performed using FuGENE transfection reagent (Promega, Madison, WI, USA) and 2 μg of DNA in Opti-MEM reduced media (Gibco, Carlsbad, CA, USA). Medium was exchanged after 24 h and supernatant containing virus was harvested 48 and 72 h after transfection. Supernatant was filtrated using a 0.45 μm filter. NIH 3T3 cells were transduced with supernatant containing virus using 10 μg/mL polybrene. 72 h after transduction, medium was supplemented with 1 μg/mL puromycin to select for FV-hCasp8 positive cells. After 7 days, single clones were generated by seeding 1.2 cells per well in a 96 well plate. Two different single clones were selected by analyzing expression of FV-hCasp8 and GFP protein levels and cell death by B/B Homodimerizer treatment.

### 4.3. Co-Culture of Peritoneal Macrophages with Apoptotic Cells

Cells of the peritoneum of C57BL/6 mice were isolated by lavage with 3 or 5 mL PBS and 1 × 10^6^ or 0.5 × 10^6^ cells were seeded in 24 well plates. After 1 to 4 h nonadherent cells were washed away by washing 3 times with PBS: Remaining cells were defined as peritoneal macrophages (0.5 × 10^6^ or 0.25 × 10^6^ peritoneal macrophages/well), which was routinely controlled by flow cytometry using the markers employed to identify macrophages in the peritoneum. Macrophages were co-cultured at a 1 to 1 ratio with NIH 3T3 FV-hCasp-8 cells in a transwell system (6.5 mm transwell with 5 μm pore size; Corning, Corning, NY, USA). After an overnight co-culture, 10 nM B/B Homodimerizer was added. 48 h after treatment, chemokines in the supernatant, mRNA level of macrophages and confluence of macrophages were analyzed.

### 4.4. Zymosan-A-Induced Peritonitis

Experiments involving mice were approved by and followed the guidelines of the Hessian animal care and use committee (FU1244, 22 July 2019). To induce a self-resolving inflammation in mice, 10 mg/kg Zymosan-A in 200 μL PBS were injected *i.p.* into male and female C57 BL/6 mice (8 to 12 weeks old, >18 g body weight). 8 h after Zymosan-A injection, 10 mg/mL zVAD.FMK were injected *i.p*. to inhibit apoptosis. 1, 3, or 6 days after Zymosan-A injection, chemokines and cells in the peritoneum were isolated via lavage using 3 mL ice-cold PBS. For determination of the composition of immune cells in the lavage, cells were stained with different antibodies (Table 1) and analyzed using flow cytometry (BD, LSRFortessa). Neutrophils were defined as CD45^+^Ly-6G^+^Ly-6C^+^MHC-II^-^. Data were analyzed using FlowJo version 10.6.2.

### 4.5. Western Blot Analysis

Western blot analysis was performed as described previously [33] using the following antibodies: Mouse anti-human Caspase-8 (Enzo, Farmingdale, NY, USA), rabbit anti-GFP (Clontech), and mouse anti-β-Actin (Sigma-Aldrich). Goat anti-mouse IgG or goat anti-rabbit IgG conjugated to horseradish peroxidase (Santa Cruz Biotechnologies, Dallas, TX, USA) and enhanced chemiluminescence (Amersham Bioscience, Freiburg, Germany) or infrared dye-labeled secondary antibodies and infrared imaging (Odyssey Imaging System, LI-COR Bioscience, Bad Homburg, Germany) were used for detection.

### 4.6. Cell Death Analysis

0.5 × 10^6^ NIH 3T3 FV-hCasp-8 cells/mL were seeded in 96 or 24 well plates and treated with 10 nM B/B Homodimerizer for indicated time points. Cell death was analyzed by staining with 1 μg/mL propidium iodide (PI) and co-staining of the nucleus with 10 μg/mL Hoechst and fluorescence based microscopy using ImageXpress Micro XLS Analysis System and MetaXpress Software according to the manufacturer’s instructions. Annexin V-positive cells were analyzed by co-staining of PI and Annexin V-APC or Annexin V-FITC using flow cytometry (BD, FACSCanto II or LSRFortessa). Data were analyzed using FlowJo version 10.6.2.

### 4.7. Caspase-Activity Assay

0.5 × 10^6^ NIH 3T3 FV-hCasp-8 cells/mL were stained with 2 μM Cell Event Caspase 3/7 Green Detection Reagent (Life Technologie), seeded in a 96 well plate and treated with 10 nM B/B Homodimerizer for indicated time points. At the end of the experiment, cells were stained with 1 μg/mL Hoechst and Caspase 3/7 active cells were analyzed using fluorescence based microscopy (ImageXpress Micro XLS Analysis System) and MetaXpress Software according to the manufacturer’s instructions.

### 4.8. Chemokine Analysis

Concentrations of pro-inflammatory chemokines in cell culture supernatant or peritoneal lavage of mice were analyzed using LEGENDplex kit (Mouse Proinflammatory Chemokine Panel, Biolegend, San Diego, CA, USA) according to the manufacturer’s instructions.

### 4.9. Quantitative Real-Time PCR

To quantify gene expression levels, isolated RNA was analyzed using quantitative real-time PCR as described previously [34]. Data were normalized to RPLP0-RNA expression. Relative expression levels of the target transcript were calculated compared to the reference transcript by using the ΔΔCT method [35]. All primers were purchased by Eurofins (Hamburg, Germany; Table 2).

### 4.10. RNA Sequencing

RNA of macrophages was isolated using RNeasy Micro Kit (Qiagen, Hilden, Germany) according to the manufacturer´s instructions. RNA quality was controlled using a RNA 6000 Pico chip (Agilent Technologies, Waldbronn, Germany) and RNA concentration was determined using Qubit HS RNA Assay Kit (Thermo Fisher Scientific, Waltham, MA, USA). Sequencing libraries were prepared using QuantSeq 3′ mRNA-Seq Library Prep Kit with the UMI Second Strand Synthesis Module for QuantSeq (Lexogen, Vienna, Austria). Quality of the cDNA was verified using Agilent DNA High Sensitivity DNA Chip (Agilent Technologies). DNA concentration was determined by Qubit dsDNA HS Assay Kit (Thermo Fisher Scientific). RNA sequencing was performed using a High Output Kit v2 on a NextSeq 500 sequencer (Illumina, San Diego, CA, USA). Bluebee Data Analysis Platform was used to analyze data. Data were mapped to mus musculus genome GRCm38 using Lexogen Quantseq 2.3.1. FWD UMI pipeline. Differential gene expression was analyzed with Lexogen QuantSeq DE 1.3.1 pipeline. Differentially regulated pathways were analyzed using gene ontology analysis (Gorilla [36,37]; base mean > 30, *p*-value < 0.01, logfold > 2) and gene set enrichment analysis (GSEA [38,39]). Heatmaps were generated using Morpheus matrix visualization and analysis software (https://software.broadinstitute.org/morpheus, 20 August 2020).

### 4.11. Proliferation of Macrophages

Peritoneal macrophages were seeded and co-cultured with NIH 3T3 FV-hCasp8 cells as described above and confluence was measured every 4 h for 48 h using 10× objective in IncuCyte imaging system (Essen BioScience, Ann Arbor, MI, USA). Cell confluence was calculated using IncuCyte 2020B software. 0.05 × 10^6^ IC-21 cells/well were stained with 5 μM eFluor 670 (Invitrogen, Carlsbad, CA, USA) according to the manufacturer´s instructions, seeded in a 24 well plate and co-cultured with NIH 3T3 FV-hCasp8 cells in a transwell system (6.5 mm transwell with 5 μm pore size; Corning). After indicated time points, fluorescence intensity of IC-21 cells was measured using flow cytometry (BD, FACSCanto II or LSPFortessa). Data were analyzed using FlowJo version 10.6.2.

### 4.12. Statistical Analysis

Statistical significance was assessed using ANOVA followed by Bonferroni post-tests or two-tailed unpaired t-test using GraphPad Prism 7 for Windows (GraphPad Software, La Jolla, CA, USA, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## Figures and Tables

**Figure 1:**
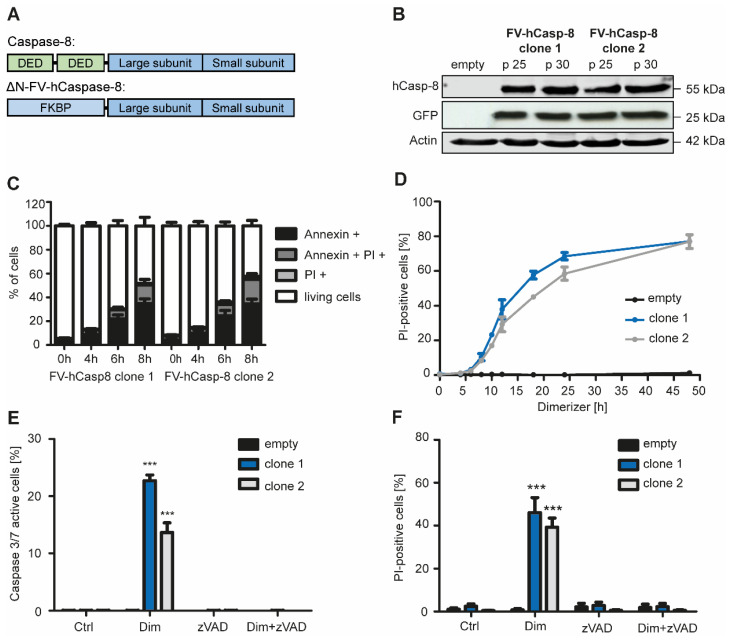
Generation and validation of an inducible cell death system of apoptosis. (**A**) DED domains of human caspase-8 were replaced by the dimerizer domain FKPB. Addition of dimerizer to NIH 3T3 cells expressing FV-hCaspase-8 leads to dimerization of caspase-8 and induction of apoptosis. (**B**) Two different single clones of NIH 3T3 cells expressing FV-hCaspase-8 were selected and protein expression of Caspase-8, GFP and Actin were analyzed by Western Blotting after 25 or 30 passages (p). (**C**) Annexin V and PI positive cells were analyzed over time using flow cytometry after treatment with 10 nM dimerizer (*n* = 4). (**D**) 10 nM dimerizer were added to NIH 3T3 cells and cell death was observed over time by counting PI-positive cells (*n* = 3). (**E**) Active Caspase 3 or 7 positive cells were counted 10 h after treatment with dimerizer and/or zVAD.FMK (*n* = 3). (**F**) The pan-caspase inhibitor zVAD.FMK was added and cells were treated for 18 h. PI-positive cells were counted (*n* = 3). Mean ± SEM are shown, *** *p* < 0.001.

**Figure 2:**
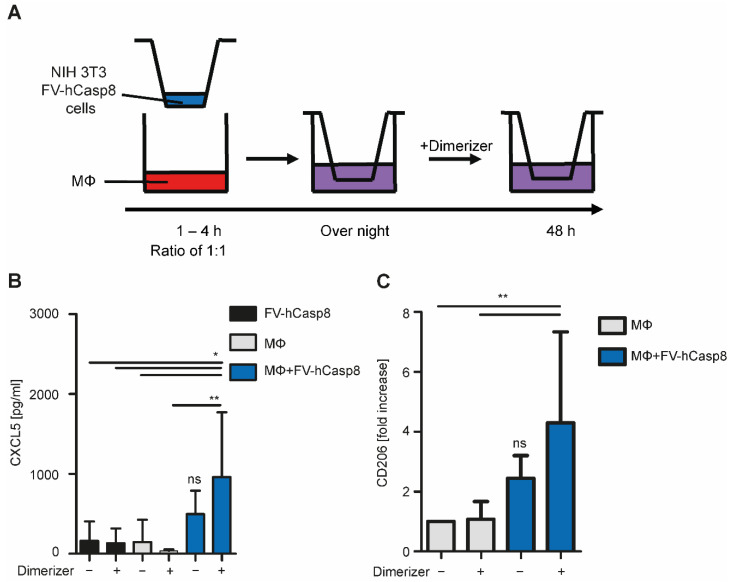
Establishing of a co-culture system. (**A**) Depiction of the experimental setup: Peritoneal macrophages (MΦ) were isolated from C57 BL/6 mice and co-cultured with NIH 3T3 cells at a ratio of 1:1 in a transwell system. Cells were co-cultured over night before treatment with 10 nM dimerizer. After 48 h, cytokines and chemokines in the supernatant and RNA of the macrophages were analyzed. (**B**) Concentration of CXCL5 was measured (*n* = 6); ns - not significant; * *p* < 0.05; ** *p* < 0.01. (**C**) mRNA levels of CD206 were quantified. Fold increase to control (MΦ) are shown (*n* = 8); ns - not significant; ** *p* < 0.01. Data are summarized from experiments using single clone 1 and 2. Mean ± SEM are shown.

**Figure 3:**
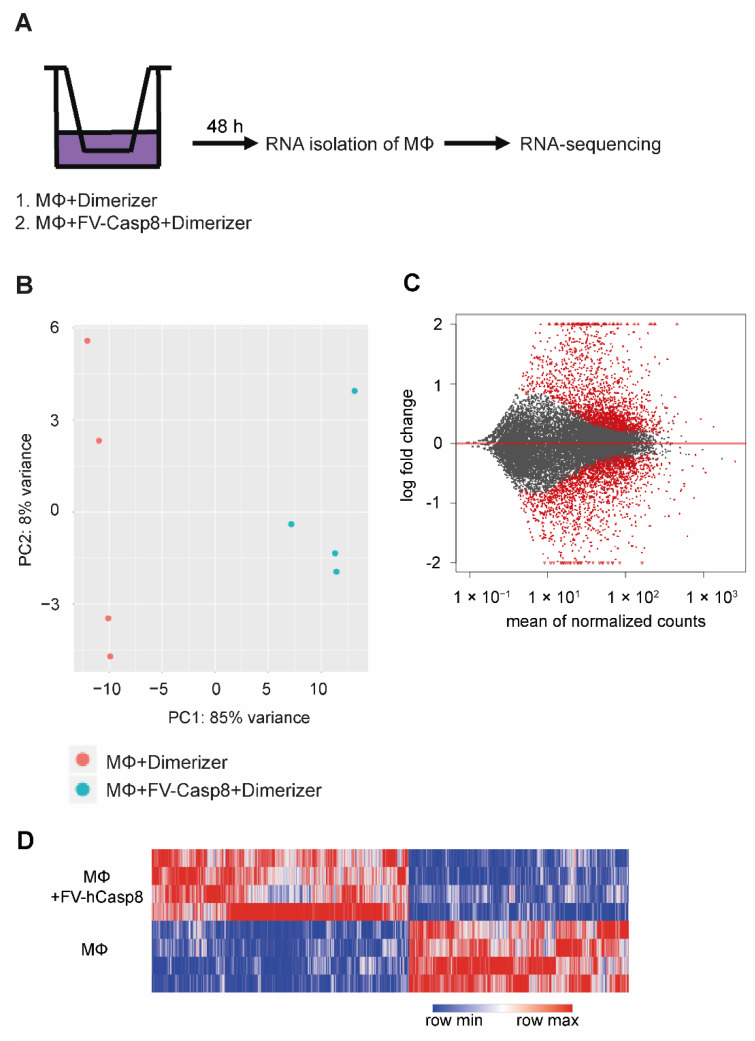
mRNA-sequencing of macrophages co-cultured with apoptotic cells. (**A**) Depiction of the experimental setup of RNA sequencing: Peritoneal macrophages (MΦ) were co-cultured with or without NIH 3T3 cells expressing FV-hCasp8 and incubated with dimerizer for 48 h in a transwell system. mRNA of macrophages was isolated and RNA sequencing was performed. (**B**) Principal component analysis (PCA) plot shows the variance of sample groups regarding their gene expression. (**C**) MA plot depicting the fold change of all genes against the mean of normalized counts of all samples is shown (grey dots). Red dots represent genes with a *p*-value smaller than 0.001, red triangles represent genes with log2 fold <−2 or >2. (**D**) Hierarchical clustering and heat map of differentially expressed genes are shown. 2905 genes were differentially expressed with a base mean higher than 30 and a *p* value lower than 0.05 (*n* = 4).

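Among the more abundant transcripts, the transcription factor gene Maf rose from 6491.8 ± 281.3 to 17417.6 ± 1191.1 normalized counts in the co-culture (SD, n = 4 each), and Lyz1, a lysozyme gene, rose from 17735.9 ± 2371.7 to 25121 ± 2112.1 (SD, n = 4 each). Atf3, a stress-induced transcription factor, fell from 2317.7 ± 445.6 to 675.7 ± 107.3 (SD, n = 4 each). Their adjusted p values from limma were 1.08e-07, 0.00398 and 1.61e-06. Of 10169 genes with a mean above 30, 4174 had an unadjusted p under 0.05, of which 2206 were higher and 1968 lower in macrophages co-cultured with apoptotic cells.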

**Figure 4:**
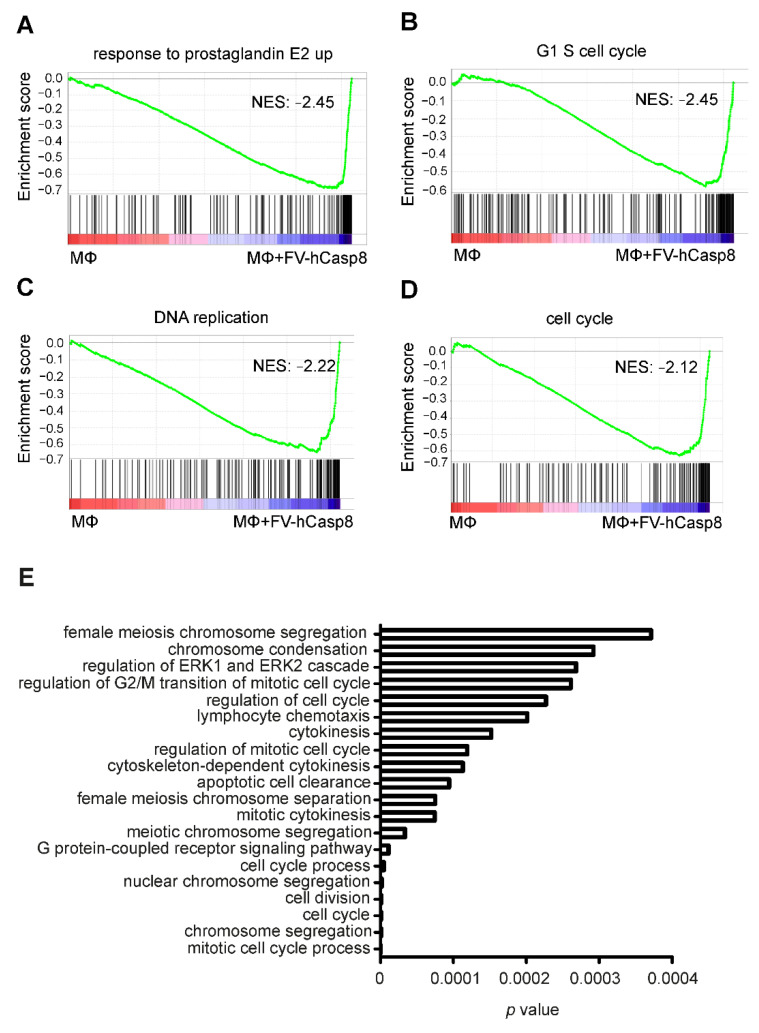
Macrophage pathways regulated by exposure to apoptotic cells. (**A**–**D**) Exemplary enrichment plots after gene set enrichment analysis are shown. GSEA shows enrichment of response to prostaglandin E2, G1 S cell cycle, DNA replication, and cell cycle pathways. Normalized enrichment scores (NES) can be found in the corresponding graph (*p* value < 0.01, FDR < 0.01). (**E**) Top 20 upregulated pathways in macrophages co-cultured with apoptotic cells after GO analysis using GO Gorilla are depicted.

**Figure 5:**
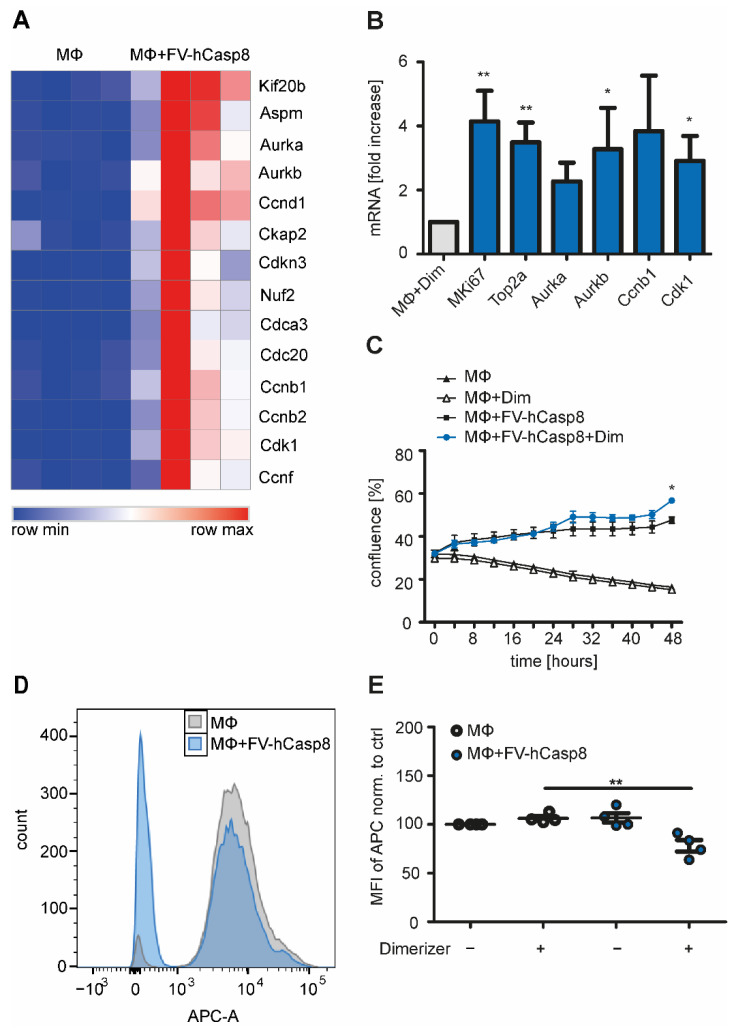
Peritoneal macrophages are proliferating in vitro after co-culture with apoptotic cells. (**A**) Heat map shows regulation of 14 genes associated with activation of cell cycle. (**B**) Macrophages (MΦ) were co-cultured with or without apoptotic cells and mRNA levels of cell cycle genes were quantified. Fold increase to control (MΦ+Dimerizer) normalized to RPLP0 is shown (*n* = 4, 5). (**C**) Confluence of peritoneal macrophages co-cultured with apoptotic cells was determined over 48 h (*n* = 3). (**D**) IC-21 cell were stained with eFluor 670 and co-cultured with apoptotic cells for 24 h. The histogram shows the eFluor 670 (APC) fluorescence of IC-21 cells co-cultured with living or apoptotic NIH 3T3 cells. (**E**) The mean fluorescence intensity of eFluor 670 (APC) of IC-21 cells co-cultured with living or apoptotic NIH 3T3 cells was measured (*n* = 4). Mean ± SEM are shown. * *p* < 0.05; ** *p* < 0.01.

**Figure 6:**
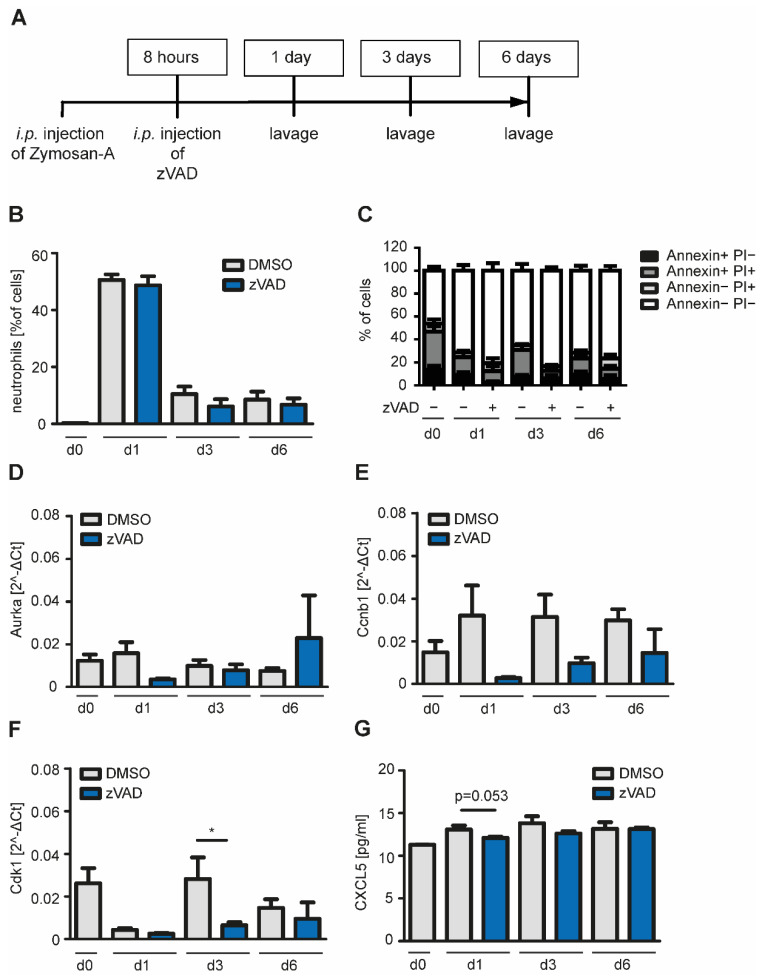
Inhibition of apoptosis in a model of Zymosan-induced peritonitis in mice. (**A**) Zymosan-A was injected *i.p.* into mice to induce self-resolving peritonitis. After 8 h, pan-Caspase inhibitor zVAD.FMK was injected *i.p.* to inhibit apoptosis. At day one, three or six after Zymosan-A injection cells of the peritoneum were harvested by lavage with 3 mL PBS. (**B**) Neutrophils were defined as CD45^+^Ly-6G^+^Ly-6C^+^MHC-II^-^ and percentage of neutrophils in the lavage was determined by flow cytometry (*n* = 3–9). (**C**) Cells of the lavage were stained with Annexin V/PI and analyzed using flow cytometry (*n* = 5–10). (**D**–**F**) Cells of the lavage were seeded and adherent macrophages were selected by washing with PBS. RNA of macrophages was isolated and levels of Aurka, Ccnb1 and Cdk1 were quantified using RT-PCR (*n* = 3–6). (**G**) Concentration of CXCL5 in the lavage was measured using Legendplex assay and flow cytometry (*n* = 4–9). Mean ± SEM are shown; * *p* < 0.05.

**Table 1:** To analyze immune cells in the peritoneum the following antibodies were used.

Marker	Dye	Company
CD16/32	none	BD
CD3	PE-CF594	BD
CD4	BV711	Biolegend
CD8	BV650	Biolegend
CD11b	BV605	BD
CD11c	AlexaFluor 700	BD
CD19	APC-H7	Biolegend
CD34	FITC	BD
CD45	VioBlue	Miltenyi
CD90.2	PE	Miltenyi
CD117	FITC	BD
CD140a	PE	BD
GITR	FITC	Biolegend
F4/80	PE-Cy7	Biolegend
HLA-DR (MHC II)	APC	Biolegend
Ly-6C	PerCP-Cy5.5	Biolegend
Ly-6G	APC-Cy7	Biolegend
NK1.1	AlexaFluor 700	BD

**Table 2:** Sequences of primers for RT-PCR.

Primer	Sequence
mCD206_fwd	CCATCTCAGTTCAGACGGCA
mCD206_rev	ACGGAAGCCCAGTCAGTTTT
mMki67_fwd	AGGAATCGCGGGAGACACAGCT
mMki67_rev	CCATTCCACCGCGCCATCTCTC
mTop2a_fwd	CGCTGGTTTTGTCGCTTTCCGG
mTop2a_rev	TACAGGCTGCAGCGGTGACAAC
mAurka_fwd	AGACCACTGTTCCCTTCGGTCC
mAurka_rev	CTGGCCACTGCTAGCAGATCCT
mAurkb_fwd	GTCTGGCCTGAACACGTTGTCC
mAurkb_rev	GGACTGGCTGTTGAACCGGTTC
mCdk1_fwd	CGAGGAAGAAGGAGTGCCCAGT
mCdk1_rev	AGCACATCCTGCAGGCTGACTA
mCcnb1_fwd	CTGAGCCTGAGCCTGAACCTGA
mCcnb1_rev	CCATCGGGCTTGGAGAGGGATT
mRPLP0_fwd	GCTGATCATCCAGCAGGTGT
mRPLP0_rev	GGACACCCTCCAGAAAGCGA

## Data Availability

The transcriptomic datasets generated during and/or analyzed during the current study are available at GEO: GSE164709.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1422-0067/22/5/2230/s1, Figure S1: Uncropped Western Blot of Figure 1B, Figure S2: Immune cells of the lavage were analyzed, Figure S3: Immune cells of the lavage were analyzed (continued), Table S1: Log2fold changes of genes after RNA sequencing with base mean >0 and *p*-value < 0.05 are listed, Table S2: Enriched gene sets after GSEA analysis are listed with corresponding enrichment scores (ES) and normalized ES (NES).

## Abbreviations

APC	Allophycocyanin
ATCC	American Type Culture Collection
CDK1	cyclin-dependent kinase 1
DAMPS	danger associated molecular patterns
DED	death effector domain
DISC	death-inducing signaling complex
DNA	Deoxyribonucleic acid
DSMZ	Deutsche Sammlung von Mikroorganismen
e.g.,	exempli gratia
FADD	Fas-associating protein with death domain
FCS	fetal calf serum
FITC	Fluorescein isothiocyanate
FKBP	FK506 binding protein
GFP	green fluorescent protein
GM-CSF	granulocyte-macrophage colony-stimulating factor
GO	Gene ontology
GSEA	Gene set enrichment analysis
hCasp8	human Caspase 8
i.p.	intraperitoneal
IFN	interferon
Ig	immunoglobin
IL	interleukin
kDa	kilo Dalton
LPS	lipopolysaccharide
M-CSF	macrophage colony-stimulating factor
MΦ	macrophage
NES	normalized enrichment score
NO	nitric oxide
PBS	phosphate-buffered saline
PCA	principal component analysis
PI	propidium iodide
PMNs	polymorphonuclear leukocytes
PPAR	peroxisome proliferator-activated receptor
RNA	Ribonucleic acid
RNA-Seq	RNA sequencing
ROS	reactive oxygen species
RT-PCR	Reverse transcription polymerase chain reaction
SEM	standard error of the mean
TAM	tumor-associated macrophage
TGF	transforming growth factor
TLR2	toll-like receptor 2
TNF	tumor necrosis factor

# Supplementary material for: Apoptotic Cells induce Proliferation of Peritoneal Macrophages
**Source:** Int J Mol Sci. 2021 Feb 24;22(5):2230. doi: 10.3390/ijms22052230
**Supplement:** Supplementary file 1

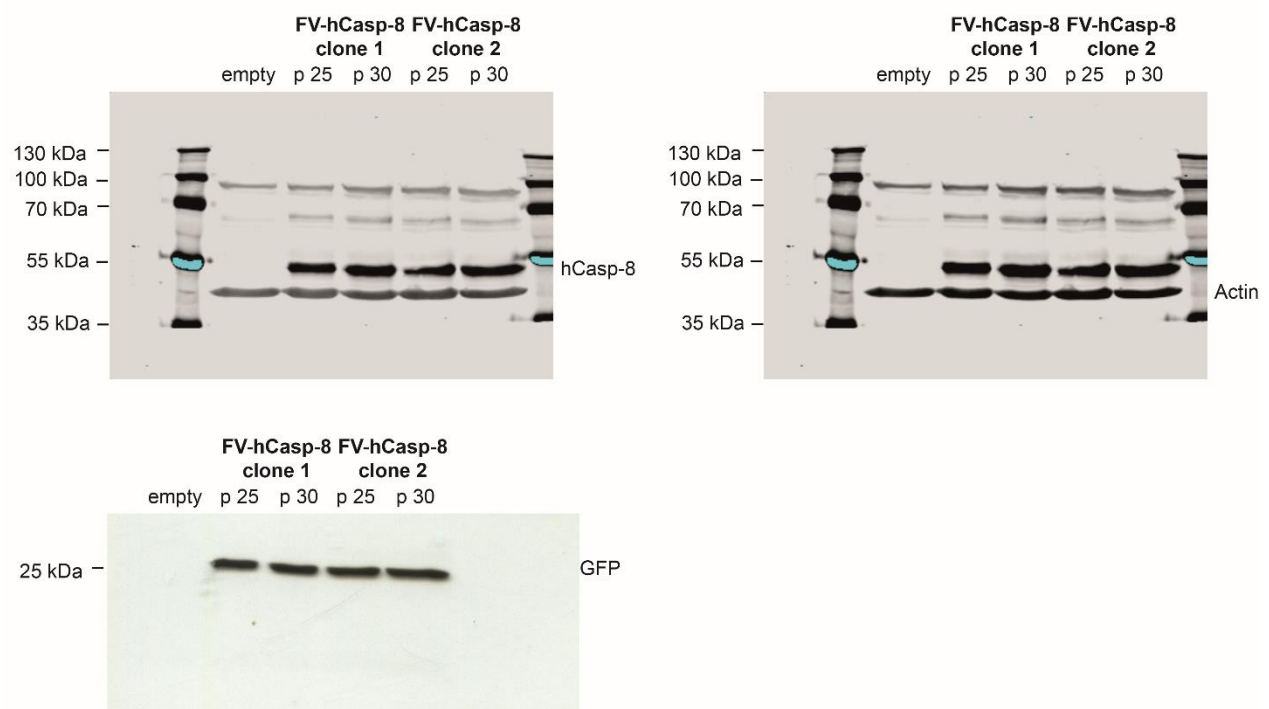

Figure S1. Uncropped Western Blot of Figure 1B. Uncropped images of Western Blots of Figure 1B are shown.

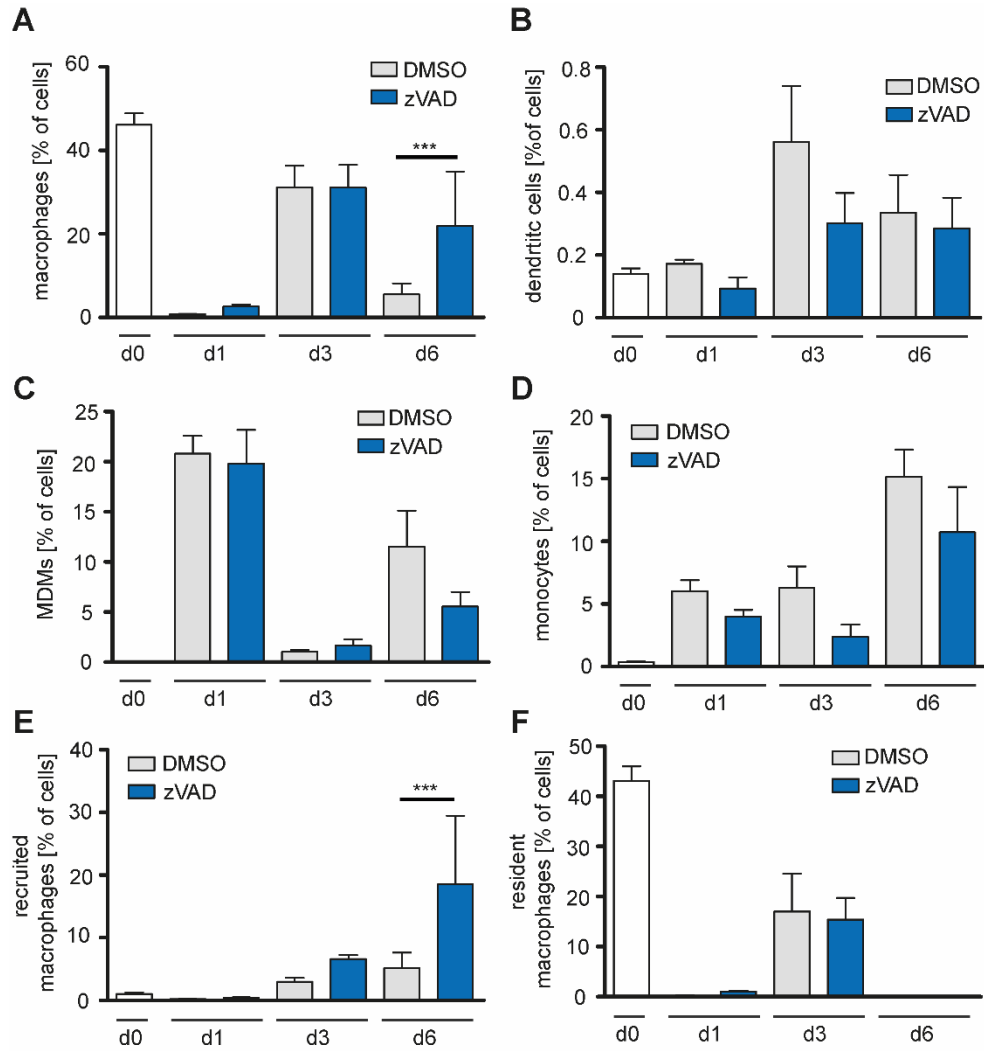

Figure S2. Immune cells of the lavage were analyzed. **(A)** Macrophages were defined as CD45⁺CD11b F4/80 and percentage of macrophages in the lavage was determined by flow cytometry (n=3-9). **(B)** Dendritic cells were defined as CD45⁺CD11b CD11c MHCII and percentage of dendritic cells in the lavage was determined by flow cytometry (n=3-9). **(C)** Monocyte derived macrophages (MDMs) were defined as CD45⁺CD11b F4/80 Ly-6C and percentage of MDMs in the lavage was determined by flow cytometry (n=3-9). **(D)** Monocytes were defined as CD45⁺CD11b Ly-6C and percentage of monocytes in the lavage was determined by flow cytometry (n=3-9). **(E)** Recruited macrophages were defined as CD45⁺CD11b F4/80 MHCII low and percentage of recruited macrophages in the lavage was determined by flow cytometry (n=3-9). **(F)** Resident macrophages were defined as CD45⁺CD11b F4/80 MHCII high and percentage of resident macrophages in the lavage was determined by flow cytometry (n=3-9). Data are shown as mean $\pm$ SEM. ***p<0.001.

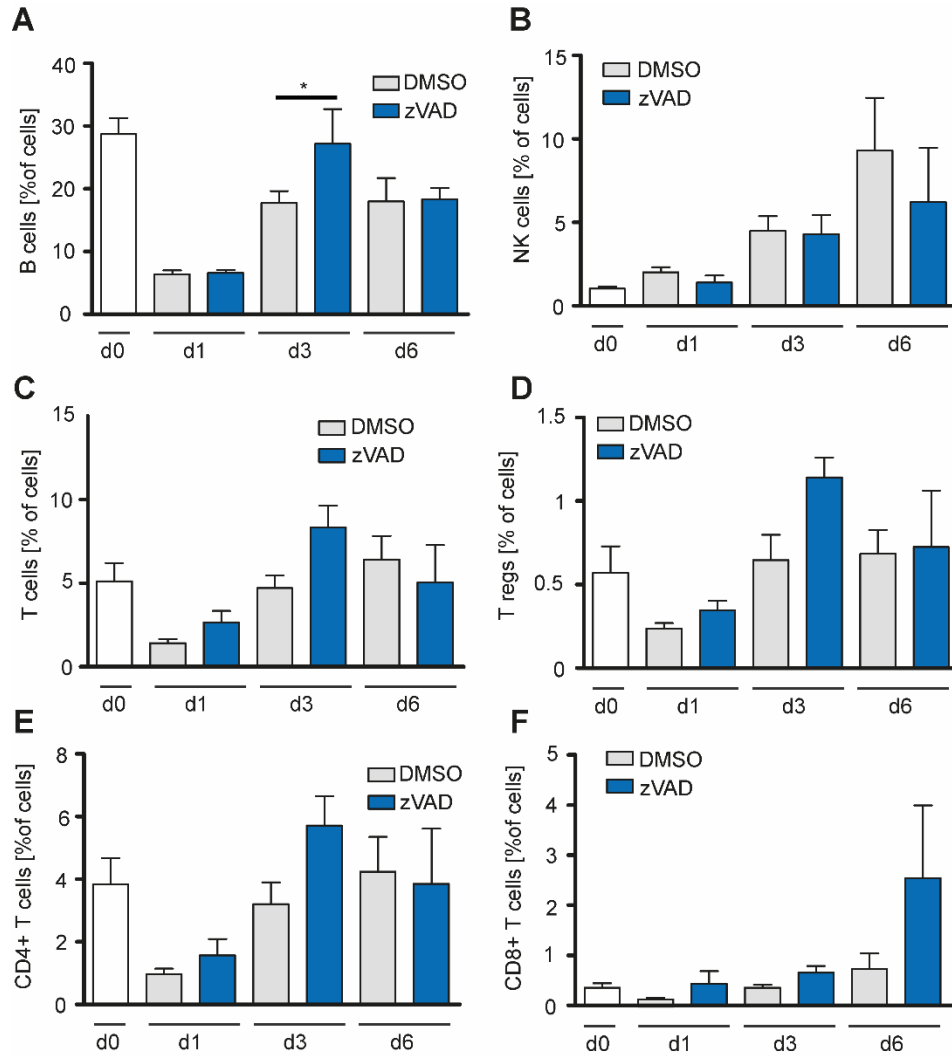

Figure S3. Immune cells of the lavage were analyzed (continued). **(A)** B cells were defined as CD45⁺Ly-6G MHCII and percentage of B cells in the lavage was determined by flow cytometry (n=3-9). **(B)** NK cells were defined as CD45⁺NK1.1 and percentage of NK cells in the lavage was determined by flow cytometry (n=3-9). **(C)** T cells were defined as CD45⁺CD3 and percentage of T cells in the lavage was determined by flow cytometry (n=3-9). **(D)** Regulatory T cells (T regs) were defined as CD45⁺CD3 CD4 CD34/CD117 and percentage of T regs in the lavage was determined by flow cytometry (n=3-9). **(E)** CD4⁺ T cells were defined as CD45⁺CD3 CD4 and percentage of CD4⁺ T cells in the lavage was determined by flow cytometry (n=3-9). **(F)** CD8⁺ T cells were defined as CD45⁺CD3 CD8 and percentage of CD8⁺ T cells in the lavage was determined by flow cytometry (n=3-9).

Table S1. Log2fold changes of genes after RNA sequencing with base mean >0 and p-value<0.05 are listed.

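Table S1 gives, for each gene, the mean of the normalized counts over the 8 libraries (base mean), the log2 fold change of macrophages co-cultured with apoptotic cells over macrophages treated with dimerizer alone, its standard error, the test statistic, the p value and the adjusted p value. The text of the table used here holds 4768 of the 4769 genes that the paper counts, and some gene symbols in it were misread. A gene was therefore compared only where its base mean lay within 1.0% of the mean of the deposited values. This held for 26 of 27 genes named in the paper. For Casp8, whose mouse transcript had 671.3 ± 22.6 and 935.1 ± 151.1 normalized counts (SD, n = 4 each), the log2 fold change computed here with limma was 0.46. For Tlr2, one of the receptors of Zymosan, it was 1.11.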

Gene	baseMean	log2FoldChange	lfcSE	stat	pvalue	padj
37500	1397.114049	0.239944253	0.094512616	2.538753687	0.011124812	0.049657956
39326	3380.68419	0.36398768	0.076839966	4.736957826	2.17E-06	2.91E-05
40057	273.8579169	-0.391199025	0.125181561	-3.125053084	0.00177773	0.010906946
0610009L18Rik	25.58035775	-0.825930237	0.268496223	-3.076133543	0.002097039	0.012542951
0610010F05Rik	400.2764227	0.263678146	0.11174755	2.35958772	0.018295255	0.073817418
0610012G03Rik	641.5156499	0.226771774	0.095082824	2.384992002	0.017079493	0.069839767
0610030E20Rik	403.1706068	-0.225624387	0.098792085	-2.283830609	0.022381488	0.08689726
1110004F10Rik	700.3038362	0.231369822	0.10523852	2.198527895	0.027911509	0.102998442
1110025M09Rik	64.37754349	-0.827816886	0.205559939	-4.027131416	5.65E-05	0.000545952
1110032A03Rik	100.0123685	-0.32355344	0.157044661	-2.060263864	0.039373322	0.133572446
1110038B12Rik	222.5524035	0.259039532	0.128651961	2.013490742	0.044063028	0.144563094
1110059E24Rik	219.0928955	0.324376997	0.122188951	2.654716284	0.007937514	0.038056955
1500004A13Rik	9.495922323	-0.782271232	0.356876978	-2.191991302	0.028380135	0.104381022
1600010M07Rik	51.956614	-0.420601267	0.205330949	-2.048406578	0.040520178	0.13643664
1600014C10Rik	167.8153889	0.481187675	0.185224797	2.597857759	0.009380734	0.043169789
1700017B05Rik	562.0584976	0.295187792	0.105687052	2.793036477	0.00522158	0.027104897
1700018L02Rik	4.586989523	-1.09291585	0.381362574	-2.865818318	0.004159329	0.022444821
1700028E10Rik	26.11892296	-0.575996056	0.264755799	-2.175574845	0.029587066	0.108032384
1700037H04Rik	321.0768751	0.894996651	0.136397676	6.561670828	5.32E-11	1.48E-09
1700047M11Rik	56.89882137	-1.253637458	0.25907936	-4.8388164	1.31E-06	1.84E-05
1700056E22Rik	3.9242939	-0.752295698	0.380523391	-1.977002508	0.048041347	0.153966418
1700061G19Rik	10.27322932	-0.791720885	0.365202423	-2.167896039	0.030166597	0.10972131
1700066M21Rik	63.60108135	0.460415751	0.191198188	2.408054993	0.016037765	0.066357524
1810026B05Rik	175.7319933	-0.391320848	0.145008171	-2.698612391	0.006962922	0.034316116
1810037I17Rik	558.7505354	0.313360622	0.093846687	3.339069621	0.000840595	0.00573928
1810058I24Rik	1013.177572	-0.305475853	0.100840883	-3.029285772	0.002451327	0.014308465
2210408F21Rik	202.5877627	-0.332246083	0.131050022	-2.535261551	0.01123634	0.050054159
2300009A05Rik	193.2531425	-0.327225934	0.116044512	-2.819831188	0.004804892	0.025282964
2310001H17Rik	77.93685028	-0.494264513	0.213866633	-2.311087546	0.02082802	0.081995302
2310009A05Rik	300.1591139	0.222682444	0.102684372	2.168610863	0.03011224	0.109557675
2310010J17Rik	91.92131794	-0.517581606	0.157120248	-3.294175078	0.00098711	0.006595529
2310030G06Rik	6.536174249	-1.175268121	0.376486813	-3.121671413	0.001798275	0.011010492
2310043M15Rik	1.146078183	0.616382384	0.302638901	2.03669251	0.041680866	
2410080I02Rik	3.448334909	-0.845629263	0.375302786	-2.253192078	0.024247041	0.092611754
2510009E07Rik	502.6305969	0.224548457	0.08837548	2.54084569	0.011058471	0.049425073
2510039O18Rik	721.4312737	0.346740229	0.088646541	3.911491924	9.17E-05	0.000839365
2610001J05Rik	700.4304672	0.385312314	0.12200959	3.158049403	0.001588286	0.009943852
2610203C22Rik	105.38155	0.391799723	0.176090368	2.224992357	0.026081751	0.097926306
2610507B11Rik	1187.080378	0.585478453	0.096026554	6.097047385	1.08E-09	2.55E-08
2700099C18Rik	24.0632511	1.321893289	0.290744088	4.546586998	5.45E-06	6.75E-05
2810004N23Rik	487.8289721	0.329251659	0.116562702	2.82467422	0.004732871	0.025000421

2810013P06Rik	150.113628	-0.412642584	0.141988962	-2.906159587	0.003658948	0.020127063
2810025M15Rik	206.9928203	0.69498684	0.132887591	5.229885163	1.70E-07	2.77E-06
2810408I11Rik	12.68898638	1.365159286	0.360834364	3.783340565	0.000154737	0.001326182
2900026A02Rik	20.82640319	0.941974886	0.299465247	3.145523208	0.0016579	0.010302324
2900076A07Rik	34.16999429	-0.567705264	0.250938655	-2.262326882	0.023677215	0.090922201
2900089D17Rik	72.36684661	-0.584675869	0.207553138	-2.816993636	0.004847549	0.02546278
3110082I17Rik	145.9721175	0.638146697	0.145981765	4.371413767	1.23E-05	0.000142393
3830406C13Rik	351.1697278	0.309244062	0.101884924	3.03522887	0.002403532	0.014051347
4833407H14Rik	3.57297616	0.997817062	0.378226334	2.638148044	0.008336018	0.039550624
4930404I05Rik	2.872227875	-0.726228053	0.362162559	-2.005254366	0.044935861	0.146821786
4930452B06Rik	1.52204998	-0.760033181	0.334096997	-2.274887793	0.022912662	
4930455G09Rik	376.9452104	0.397113285	0.126960655	3.127845284	0.001760928	0.010821562
4930481A15Rik	13.60175227	-0.788797527	0.335730558	-2.349495772	0.018798858	0.075451847
4930486L24Rik	29.31303079	1.277717333	0.26197327	4.877281298	1.08E-06	1.54E-05
4930518I15Rik	33.56107618	-0.700314407	0.267746066	-2.615591774	0.008907298	0.04154191
4930526A20Rik	2.927738655	1.193288228	0.369918317	3.225815465	0.001256143	0.008104446
4930555A03Rik	18.80031517	0.690033862	0.299811369	2.301560027	0.021359997	0.083585259
4930579G24Rik	10.40725269	0.970005994	0.353926897	2.740695896	0.006130922	0.031030944
4931406C07Rik	492.4928754	0.199075987	0.094875255	2.098291992	0.035879359	0.124957426
4933404O12Rik	15.65074007	0.877392163	0.319384086	2.747138016	0.006011783	0.030510256
4933440N22Rik	51.05748285	-0.597156815	0.218596218	-2.731780181	0.006299315	0.031648419
5031425E22Rik	193.3260273	-0.284281317	0.125864315	-2.258633164	0.023906213	0.091590641
5031439G07Rik	1803.923291	-0.290646445	0.080187013	-3.624607457	0.000289401	0.002313576
5330406M23Rik	67.77110123	-0.792741521	0.228852006	-3.463992009	0.000532222	0.00388854
5330438D12Rik	17.27733418	-0.74495422	0.304210392	-2.448812531	0.014332803	0.060606472
5430427O19Rik	208.2067266	0.622650216	0.132695367	4.69232823	2.70E-06	3.54E-05
5830415G21Rik	14.21497351	-0.976529393	0.34557918	-2.825776115	0.004716622	0.024932139
5930430L01Rik	31.3960154	-0.862153663	0.261123482	-3.301708663	0.000960978	0.006441001
6030400A10Rik	50.79893553	-0.521619389	0.222210182	-2.347414439	0.018904214	0.07575315
6330562C20Rik	72.1607478	-0.548149617	0.204252762	-2.683682761	0.007281616	0.035548217
6430548M08Rik	759.9492646	0.268099847	0.079810528	3.35920402	0.000781673	0.005393366
6530402F18Rik	30.38193248	-0.641455339	0.247932467	-2.587217991	0.009675436	0.044285963
9130214F15Rik	2.002874119	-0.938420772	0.348656972	-2.691530208	0.007112506	0.034881494
9330151L19Rik	19.97837996	-0.786561998	0.289124958	-2.720491522	0.006518494	0.032531774
9330175E14Rik	15.76318416	-0.792177924	0.311793898	-2.540710157	0.011062759	0.049425073
9430037O13Rik	2.971816536	1.060511679	0.371038216	2.858227622	0.004260147	0.022931141
9430038I01Rik	232.3742375	0.314644029	0.113214238	2.77919134	0.005449442	0.028122341
9530059O14Rik	16.48399086	-1.089090551	0.31087586	-3.503297274	0.000459536	0.003441503
9630010A21Rik	60.91061288	-0.781346666	0.227812706	-3.4297765	0.000604079	0.004331298
A130010J15Rik	120.3778734	0.430576676	0.1573411	2.736581073	0.00620813	0.031326631
A130050O07Rik	14.55508833	-0.911256555	0.336389738	-2.708930899	0.00675004	0.033431632
A230028O05Rik	20.61566331	-1.170645736	0.2974363	-3.935786369	8.29E-05	0.000767706
A330023F24Rik	65.10790376	-0.898922085	0.213324961	-4.213862648	2.51E-05	0.000265307
A430005L14Rik	165.7158951	0.359831779	0.127653141	2.818824324	0.004819989	0.025353514

A430018G15Rik	11.68919595	-0.890577568	0.339195066	-2.625561678	0.008650613	0.040619448
A430035B10Rik	28.88832541	-0.57757763	0.253975737	-2.274144913	0.022957275	0.088725168
A430057M04Rik	8.709660008	-0.888245184	0.367173526	-2.419142782	0.015557132	0.064743729
A430106G13Rik	12.85131935	-0.899027064	0.330750791	-2.718140331	0.006564999	0.032720338
A530030E21Rik	22.81423556	0.613414839	0.30639481	2.002040568	0.045280369	0.147722281
A530084C06Rik	4.7111488	-1.255134768	0.381377246	-3.291058341	0.000998112	0.006663109
A630035G10Rik	5.871643923	-0.796210567	0.376208048	-2.116410247	0.034309931	0.120951172
A630072M18Rik	66.48078115	-0.407117211	0.194964069	-2.088165344	0.036782922	0.127013648
A930007I19Rik	67.51361492	-0.652031957	0.193531176	-3.369131375	0.000754055	0.005232672
A930033H14Rik	34.03213169	1.084078117	0.246169403	4.403789025	1.06E-05	0.000123751
AA386476	33.01793736	-0.545786892	0.25230926	-2.163166312	0.03052839	0.110635005
Aacs	171.8875441	0.562986645	0.147137831	3.826253528	0.000130108	0.001144511
Aars	409.3895554	0.357116931	0.116130009	3.075147692	0.002103983	0.012579474
Abat	5.020121704	-1.278372567	0.381303827	-3.352635027	0.000800462	0.005502763
Abcb4	107.4475615	0.937964287	0.198994255	4.713524461	2.43E-06	3.22E-05
Abcc5	933.942963	-0.51482789	0.075542274	-6.81509654	9.42E-12	2.89E-10
Abcc9	3.915750506	0.970810165	0.380691511	2.550122967	0.010768493	0.048355109
Abcd2	538.9685408	-0.895517935	0.092649214	-9.66568306	4.22E-22	4.55E-20
Abcd3	553.3587293	-0.297952125	0.101126242	-2.946338349	0.003215604	0.018053339
Abce1	455.0926629	0.24612569	0.10861961	2.265941574	0.023454961	0.090253486
Abcg1	468.7371431	-2.466245379	0.102849795	-23.97909853	4.60E-127	1.72E-123
Abcg3	208.9928467	1.70648359	0.152586424	11.18371836	4.90E-29	1.02E-26
Abhd12	1821.089089	-0.507234495	0.078784054	-6.438288849	1.21E-10	3.23E-09
Abhd17b	852.924258	0.455063749	0.110866134	4.104623596	4.05E-05	0.000407335
Abhd3	42.42447044	-0.796019034	0.24305703	-3.275029873	0.001056508	0.006987667
Abhd6	51.08134163	0.591668449	0.246790449	2.397452788	0.016509508	0.067966029
Abi2	563.9678934	-0.234599607	0.097554552	-2.404804314	0.016181128	0.066876944
Abi3	701.1243703	-0.421160475	0.088046214	-4.783402433	1.72E-06	2.36E-05
Abl1	424.9403011	0.425723778	0.097254115	4.377437151	1.20E-05	0.000138729
Abl2	630.3141382	-0.235918975	0.08638788	-2.730926762	0.00631565	0.031719868
Abr	1036.082117	-0.752516226	0.092220011	-8.160010137	3.35E-16	1.84E-14
Abtb1	93.33344335	-0.458920418	0.170991398	-2.683880139	0.007277319	0.035538799
Acaca	203.9372737	0.348900502	0.125769959	2.774116376	0.005535187	0.028457196
Acad12	58.08628898	-0.755791008	0.227891175	-3.316455795	0.00091167	0.006162808
Acap2	855.5909722	0.373067791	0.080220493	4.650529794	3.31E-06	4.27E-05
Acat1	380.9221313	0.904207372	0.118499534	7.630471957	2.34E-14	1.01E-12
Acat2	136.9149559	0.380957147	0.147588758	2.581207089	0.00984555	0.044909475
Ace	4.011878962	-1.574080747	0.377128835	-4.17385413	2.99E-05	0.000310819
Acer2	10.42008189	0.874070876	0.35011324	2.496537626	0.012541236	0.054695244
Ackr3	12.13634415	0.923299397	0.347135919	2.659763357	0.007819557	0.037647768
Acly	745.8678348	0.314607169	0.084949615	3.703456094	0.000212682	0.001763381
Acot13	517.7392953	0.427146937	0.105103357	4.064065612	4.82E-05	0.000474568
Acot7	99.98558327	-0.441173612	0.182872074	-2.412471204	0.015844789	0.065722153
Acox3	799.7047274	-0.753438468	0.111154557	-6.778295817	1.22E-11	3.66E-10

Acp1	402.185296	0.265597627	0.13183426	2.014632816	0.043943136	0.144363977
Acp2	1533.905854	0.23305487	0.076220371	3.057645438	0.002230834	0.013195948
Acp5	167.6894298	-0.697886144	0.167346003	-4.170318567	3.04E-05	0.00031481
Acpp	541.7175856	-1.359849806	0.260691896	-5.216310228	1.83E-07	2.95E-06
Acrbp	70.80004798	-0.711298612	0.227369574	-3.128380815	0.001757723	0.010810716
Acsl1	398.9994582	-0.494567949	0.120952699	-4.088936873	4.33E-05	0.00043183
Acss1	209.930407	0.512543861	0.142088698	3.607210625	0.000309506	0.002443326
Acss2	60.16192414	-0.767333895	0.202223372	-3.794486691	0.000147949	0.001276019
Acta2	232.6268734	-1.626320439	0.184039502	-8.836800906	9.85E-19	7.47E-17
Actb	84196.88609	0.407005464	0.071980191	5.654409319	1.56E-08	3.06E-07
Actl6a	521.4188765	0.441053127	0.100028325	4.409282351	1.04E-05	0.000121123
Actn1	1356.267413	-0.28487559	0.111440225	-2.556308475	0.010578929	0.04763216
Actr1b	404.351211	-0.367434366	0.092376501	-3.977573975	6.96E-05	0.000656704
Actr2	2987.617582	0.248253742	0.062385434	3.979354266	6.91E-05	0.000652627
Actr3b	13.12090834	-0.713759749	0.326658486	-2.185033547	0.028886387	0.105963825
Actr8	193.2663018	-0.25277846	0.127899149	-1.976388916	0.048110746	0.154009805
Acvr2b	32.10378092	-0.628444946	0.274536467	-2.289112816	0.022072798	0.085946406
Acy1	49.35462773	1.082681912	0.25391192	4.264005844	2.01E-05	0.000218673
Acy3	34.91835843	0.805594857	0.250804189	3.21204705	0.001317928	0.008430796
Adam10	1347.337969	0.182846266	0.092772884	1.970902044	0.048735081	0.155246734
Adam12	46.1466289	-1.299074123	0.215162185	-6.037650732	1.56E-09	3.58E-08
Adam15	1763.92869	0.405128223	0.095213849	4.254929579	2.09E-05	0.000226094
Adam19	83.94673883	-0.465731251	0.196149058	-2.374374135	0.017578728	0.071510972
Adam23	7.503083482	-1.25478871	0.369604547	-3.394949336	0.000686413	0.004815802
Adam33	18.22632556	0.798079035	0.305793938	2.609858917	0.009057957	0.04209748
Adam8	4666.243842	0.517098179	0.135834295	3.806830818	0.000140759	0.001222771
Adam9	309.4654724	0.704946364	0.141898937	4.967946774	6.77E-07	1.00E-05
Adamts1	13.11556795	-0.779357509	0.326496507	-2.387031688	0.016985027	0.06952927
Adamts10	97.91891378	-0.360100033	0.163393563	-2.203881392	0.027532687	0.101894704
Adamts12	1.269677866	-0.647802356	0.298636182	-2.169202507	0.030067313	
Adap1	325.7708645	-0.331107915	0.11319082	-2.925218804	0.003442141	0.019110696
Adap2	1063.640626	-0.552178921	0.116913221	-4.722981006	2.32E-06	3.09E-05
Adarb1	87.49231532	0.800528022	0.171459578	4.668902331	3.03E-06	3.94E-05
Adcy3	44.77060951	1.018602359	0.224637987	4.534417239	5.78E-06	7.11E-05
Adcy4	21.19289907	-1.359499579	0.319924893	-4.249433564	2.14E-05	0.00023138
Adcy7	1061.094421	-0.50053534	0.115102358	-4.348610637	1.37E-05	0.000155671
Adcy9	143.3857757	-0.358104483	0.161210006	-2.221353947	0.026326998	0.098624377
Adcyap1r1	21.9188245	1.686611943	0.310628934	5.429667871	5.65E-08	9.99E-07
Adgb	302.8854287	1.796435802	0.159682125	11.25007451	2.31E-29	4.96E-27
Adgrd1	12.23231356	-0.731364071	0.366016752	-1.998171029	0.045698121	0.14885863
Adgre1	8494.904125	0.264104532	0.072243457	3.655757125	0.000256424	0.002077838
Adgre4	187.4556901	1.020679787	0.215724817	4.731397158	2.23E-06	2.97E-05
Adgre5	924.8641105	-0.311025387	0.076138084	-4.085017267	4.41E-05	0.000437731
Adgrg6	169.9220781	-0.421518619	0.132530595	-3.180538182	0.001470018	0.009284745

Adgrl1	100.6669759	-0.339586651	0.150793649	-2.251995712	0.024322543	0.092830214
Adh5	547.998272	0.289713391	0.092734312	3.12412292	0.001783359	0.010937014
Adh7	5.906362114	1.307854514	0.380793789	3.434547913	0.000593543	0.004265949
Adipor2	1078.202076	0.159175566	0.075905893	2.097011959	0.035992517	0.125177219
Adk	258.8081172	0.61034602	0.13282898	4.594976322	4.33E-06	5.49E-05
Ado	756.1590446	-0.313681466	0.085821414	-3.655048917	0.000257133	0.002082458
Adora2a	13.52845787	-0.710860666	0.333584724	-2.130974872	0.033091212	0.11753842
Adpgk	112.5159855	0.460125606	0.162411654	2.833082456	0.004610149	0.024472766
Adra2a	4.19996881	-1.057917116	0.378227789	-2.797036992	0.005157363	0.026845835
Adrb2	22.56121361	1.253405874	0.293197253	4.274957772	1.91E-05	0.000209412
Adssl1	461.6227216	-0.39708614	0.151077649	-2.628357942	0.008579818	0.040426164
Aebp1	158.4352346	-0.839596076	0.171779295	-4.887644201	1.02E-06	1.47E-05
Aebp2	529.7095521	-0.269154648	0.090771545	-2.965187465	0.003024985	0.017156446
Afap1l1	116.1772842	2.354659266	0.181225136	12.9930059	1.34E-38	5.75E-36
Afdn	789.1075149	-0.403526022	0.093016142	-4.338236484	1.44E-05	0.000161943
Agap1	405.8869272	-0.559930216	0.109780959	-5.100431095	3.39E-07	5.24E-06
Agfg1	889.8922828	0.737513078	0.101175512	7.289442538	3.11E-13	1.15E-11
Agfg2	333.1619879	0.350873417	0.11125668	3.153728986	0.001611987	0.010058665
Agl	483.5052085	-0.197650334	0.091391438	-2.162678898	0.030565885	0.110654054
Ago2	1073.478181	-0.148288793	0.070642637	-2.099140106	0.035804552	0.124728284
Agpat2	190.7681887	-0.337296623	0.123357742	-2.734296343	0.006251375	0.031470778
Agpat3	292.37861	0.308356414	0.11339738	2.719255198	0.006542911	0.032631924
Agpat4	225.4815745	-0.393399935	0.115306194	-3.411784915	0.00064539	0.004570727
Agpat5	373.12129	0.355391575	0.12187587	2.91601263	0.003545361	0.019581511
Agps	570.1807571	0.418945918	0.092799518	4.514526854	6.35E-06	7.72E-05
Agtpbp1	319.7351789	-0.312549348	0.104126622	-3.00162765	0.002685404	0.015499947
Ahcyl2	547.2969396	-0.285136819	0.117786021	-2.420803552	0.015486244	0.064520283
Ahi1	88.37456549	-0.433410405	0.172166918	-2.517384933	0.011822958	0.052123129
Ahnak	4573.562319	-0.366619153	0.095460806	-3.840520203	0.000122774	0.001088286
Ahnak2	536.3207312	-1.733348024	0.14432625	-12.00992906	3.15E-33	9.09E-31
Ahrr	241.3301761	-0.396855909	0.162242193	-2.446070913	0.014442259	0.060983394
AI480526	80.92647892	-0.65154488	0.189151009	-3.444575231	0.000571957	0.004138147
AI506816	13.02977548	0.755158209	0.332537456	2.270896696	0.023153232	0.089344448
AI662270	1961.565797	0.211645712	0.097037855	2.181063375	0.029178729	0.106905564
AI839979	69.58789614	0.517884415	0.196391149	2.637004862	0.008364163	0.039609024
Aif1	942.897929	0.756544684	0.227655332	3.323202128	0.000889904	0.006029251
Aifm1	245.9866756	0.421373132	0.123197064	3.420317964	0.00062548	0.004454948
Airm	73.09836425	-1.415875323	0.244411551	-5.792996768	6.91E-09	1.43E-07
Ak1	85.25206375	-0.769616682	0.202817985	-3.794617541	0.000147871	0.001276019
Ak2	488.9486846	-0.223183282	0.088259054	-2.52872959	0.011447619	0.050736685
Ak4	20.08507656	0.728356031	0.314078165	2.319027907	0.020393523	0.08060195
Ak6	221.9425382	0.368454234	0.135773468	2.713742516	0.006652785	0.033037177
Ak8	65.39986051	-1.079876479	0.191419197	-5.641422036	1.69E-08	3.26E-07
Akap10	144.8989349	-0.307378855	0.15222952	-2.019180349	0.043468478	0.143275082

Akap12	57.14964329	-1.359298561	0.255600977	-5.31804916	1.05E-07	1.78E-06
Akap13	2904.566844	-0.29092325	0.093399085	-3.114840453	0.001840444	0.011213783
Akap8l	222.498195	-0.481688716	0.147435564	-3.267113456	0.001086501	0.007157649
Akirin2	559.8953283	0.276720143	0.09262076	2.987668684	0.002811141	0.01606504
Akr1a1	13145.61799	-0.323165477	0.110278657	-2.930444431	0.003384775	0.018840995
Akr1b10	356.8050687	-0.235291647	0.09549383	-2.463946059	0.013741679	0.058735795
Akr1c12	42.39687479	0.808591616	0.245067612	3.299463401	0.000968699	0.006489848
Akr1c13	250.8008187	0.349406818	0.114822403	3.043019562	0.002342171	0.013756932
Akr1e1	241.6206531	0.361880392	0.134796352	2.684645297	0.007260682	0.035480641
Akt3	366.5218485	-0.562894337	0.133104109	-4.228977924	2.35E-05	0.000250211
Alas1	970.6503828	-0.739326761	0.124336526	-5.946175157	2.74E-09	6.01E-08
Alcam	3047.320416	-0.533639182	0.140257794	-3.804702511	0.000141975	0.001230858
Aldh1a1	5.845102605	-0.985001916	0.381082855	-2.584744773	0.009745111	0.044532544
Aldh1a2	66.87983832	-1.110399135	0.197671148	-5.617406221	1.94E-08	3.70E-07
Aldh1b1	76.66166378	-0.558805228	0.17968011	-3.110000479	0.00187087	0.011350467
Aldh1l2	19.45330636	-0.921418162	0.303168769	-3.039291164	0.002371355	0.013901145
Aldh7a1	192.1790738	0.386245691	0.129101435	2.991800136	0.002773378	0.015885526
Aldh9a1	832.1337896	0.32087153	0.098400332	3.260878533	0.001110676	0.007293473
Aldoc	181.9466723	1.196901477	0.176176614	6.793759099	1.09E-11	3.32E-10
Alg1	279.6078417	0.318680159	0.113993957	2.795588181	0.005180537	0.026957113
Alg14	239.9308681	0.554679859	0.122298335	4.535465343	5.75E-06	7.08E-05
Alg8	216.7351888	0.560807709	0.151802782	3.694317742	0.000220478	0.001821978
Alkbh1	127.3175786	-0.495052508	0.148816383	-3.326599518	0.000879126	0.005967005
Alkbh5	819.2325084	0.237788177	0.085964308	2.766126822	0.005672647	0.029084186
Alox15	759.6604005	2.878546725	0.140095602	20.547017	8.18E-94	1.75E-90
Alox5	455.031241	1.619697585	0.138773502	11.6715191	1.78E-31	4.61E-29
Alox5ap	5883.913516	0.531369641	0.094573405	5.618594767	1.93E-08	3.68E-07
Alyref	201.0357324	0.636441366	0.143713303	4.42854873	9.49E-06	0.000111751
Amacr	50.86177176	0.495178821	0.216345909	2.288829134	0.022089282	0.085953034
Amd-ps4	2.762596666	-0.767030933	0.368373659	-2.082208959	0.037323387	0.128362437
Ammecr1	356.5318871	-0.326796895	0.099637326	-3.279864183	0.001038571	0.006887243
Amn1	250.6105874	-0.723426615	0.124556793	-5.808006127	6.32E-09	1.31E-07
Amotl1	101.479765	-0.666372017	0.207177793	-3.216425895	0.001297981	0.008338525
Amotl2	29.54175789	-1.147011913	0.263767868	-4.348565738	1.37E-05	0.000155671
Ampd2	151.8959108	0.290533751	0.140527998	2.067443887	0.038692346	0.131757668
Ampd3	497.3959149	0.25060463	0.090280791	2.775835569	0.005506005	0.028354338
Amz1	126.1761171	-1.656646247	0.169756677	-9.758946036	1.69E-22	1.93E-20
Amz2	212.5797033	-0.33288545	0.127159714	-2.617853095	0.008848489	0.041341617
Anapc5	794.8935121	0.227501065	0.094006134	2.420066164	0.015517683	0.064633326
Ang	18.23353935	1.809891583	0.32881152	5.504343597	3.71E-08	6.78E-07
Angptl2	164.1216579	-0.579749504	0.22751682	-2.548161069	0.010829246	0.048579919
Angptl4	64.35522293	-1.247904816	0.278190415	-4.485793714	7.26E-06	8.74E-05
Ankfy1	781.2585238	0.352601537	0.08886675	3.967755519	7.26E-05	0.000680318
Ankib1	300.4932122	0.251624148	0.105335159	2.388795451	0.016903711	0.069290901

Ankle1	5.632613977	1.249173349	0.380576523	3.28231847	0.001029573	0.006836628
Ankrd1	91.39031539	-1.161040109	0.357717245	-3.245692305	0.001171654	0.007644788
Ankrd16	154.7978185	-0.353565712	0.142343399	-2.483892574	0.012995501	0.056251363
Ankrd28	45.33347481	0.769907388	0.227572634	3.383128165	0.000716652	0.00500223
Ankrd33b	236.2194917	0.281584952	0.117208926	2.402419022	0.01628704	0.067222115
Ankrd34a	10.77276246	-0.895734153	0.355488691	-2.519726157	0.011744617	0.051869176
Ankrd37	78.03062987	0.905980095	0.223501556	4.05357399	5.04E-05	0.000492497
Ankrd44	559.7339595	-0.292576211	0.112562806	-2.599226345	0.009343414	0.043049369
Ankrd50	229.8600938	-0.235198763	0.113906199	-2.064846037	0.03893757	0.132442456
Anks3	75.63804056	-0.525806263	0.184928195	-2.843299607	0.004464908	0.023870634
Anln	178.7294713	1.789762065	0.210397483	8.506575473	1.79E-17	1.17E-15
Ano3	2.373129568	-0.879057308	0.367265735	-2.393518438	0.016687643	0.06855501
Anp32a	879.4538992	0.326410597	0.080130838	4.073470405	4.63E-05	0.000457597
Anp32b	1446.5185	0.218496836	0.106895026	2.044031842	0.040950402	0.137259266
Anp32e	835.7023307	0.35916605	0.104126089	3.449337769	0.000561963	0.004078038
Anpep	548.6230937	-1.945697502	0.148194875	-13.12931708	2.24E-39	1.02E-36
Antxr1	54.21150717	-1.530390039	0.22620577	-6.765477456	1.33E-11	3.97E-10
Antxr2	967.348179	-0.617689904	0.170817134	-3.616088678	0.000299088	0.002374822
Anxa1	3994.532496	-1.047463226	0.152557658	-6.866015372	6.60E-12	2.08E-10
Anxa2	3122.735991	-0.356557742	0.105161648	-3.390568223	0.000697479	0.004884305
Anxa3	3585.699273	-0.20066251	0.066676129	-3.009510512	0.00261669	0.015185101
Anxa4	1919.038445	-0.889922305	0.107418276	-8.284645233	1.18E-16	6.89E-15
Anxa5	4328.758268	-0.464256481	0.094389807	-4.918502281	8.72E-07	1.27E-05
Anxa7	834.4776784	-0.192933767	0.092180954	-2.092989489	0.036350093	0.126011976
Aoah	254.5928728	1.067764138	0.175220011	6.093848128	1.10E-09	2.60E-08
Aox1	12.7990423	-0.820908026	0.358166434	-2.291973637	0.021907164	0.085348083
Aox3	5.465705733	-0.804432449	0.378858225	-2.123307337	0.033728106	0.119483408
Ap1b1	665.0879268	0.636263903	0.125852083	5.055648567	4.29E-07	6.56E-06
Ap1s2	1493.458665	0.493456753	0.082757909	5.962653705	2.48E-09	5.47E-08
Ap2a2	712.4142474	0.52904186	0.097249032	5.440073262	5.33E-08	9.47E-07
Ap2m1	487.9151164	0.243839165	0.098835565	2.467119656	0.013620483	0.058334074
Ap2s1	1292.38877	0.752599415	0.110839423	6.7899976	1.12E-11	3.39E-10
Ap3m1	509.7455555	0.497884475	0.106546494	4.672931566	2.97E-06	3.87E-05
Ap4m1	120.6870214	-0.445179885	0.144013546	-3.091236193	0.00199325	0.012003493
Apaf1	492.5027907	0.236947208	0.106528965	2.224251471	0.02613153	0.098062127
Apbb1ip	3061.831191	0.200678846	0.082034494	2.44627395	0.014434128	0.060966214
Apbb2	360.0988609	-1.400090189	0.189402811	-7.392129941	1.44E-13	5.57E-12
Apc-ps1	5.93865878	-0.980617452	0.377387286	-2.59843797	0.009364896	0.043110122
Aph1b	210.9374059	1.341085476	0.138578743	9.677425579	3.76E-22	4.12E-20
Aph1c	394.7820682	-0.710667651	0.113917157	-6.238460198	4.42E-10	1.10E-08
Apip	178.504538	0.303154618	0.133541801	2.270110303	0.023200891	0.089462369
Apln	23.40051606	1.614012491	0.315466971	5.11626458	3.12E-07	4.87E-06
Apmmap	201.2369394	0.359987562	0.133694578	2.692611535	0.007089482	0.034814088
Apobec1	1296.122961	-0.569811609	0.09066429	-6.284851629	3.28E-10	8.32E-09

Apoc1	71.66477117	-2.176692055	0.224212678	-9.708157783	2.78E-22	3.09E-20
Apoc4	28.68818933	-0.8090852	0.299961711	-2.69729492	0.006990533	0.034418283
Apoe	97454.23047	-0.419493827	0.112226237	-3.737930069	0.000185542	0.001554689
App	7268.222989	0.367816432	0.093622475	3.928719373	8.54E-05	0.000786734
Appbp2	971.5260181	0.335902349	0.072075565	4.6604192	3.16E-06	4.08E-05
Aprt	772.4041107	0.25462473	0.106138721	2.398980571	0.016440787	0.06774489
Aqp1	11.14662128	2.179711409	0.369211249	5.903697181	3.55E-09	7.66E-08
Aqp9	9.592703249	0.747467505	0.362080885	2.064366102	0.038983018	0.132536962
Ar	12.59642117	-0.817026287	0.34002025	-2.402875379	0.01626673	0.067175238
Arap3	38.77500534	1.209373286	0.248084082	4.874852416	1.09E-06	1.56E-05
Arf1	1258.431796	0.159477667	0.06931571	2.300743473	0.021406135	0.083743825
Arf3	910.9753287	-0.206266412	0.09020557	-2.286626121	0.022217655	0.08637833
Arf6	2036.406206	0.163221227	0.081166122	2.010952647	0.044330459	0.145223138
Arfgap1	233.4187984	-0.496747978	0.119751431	-4.148159016	3.35E-05	0.000342643
Arfgef1	884.985425	-0.163154492	0.075932558	-2.14867634	0.031660065	0.113747331
Arg1	7229.529421	1.334612764	0.283332601	4.710410159	2.47E-06	3.26E-05
Arg2	122.6403791	-0.903245495	0.330139366	-2.73595211	0.006220008	0.031371712
Arhgap10	388.9073219	-0.36949538	0.132778922	-2.782786415	0.005389427	0.027860535
Arhgap11a	245.6818212	0.44051983	0.119187528	3.696022872	0.000219003	0.001810789
Arhgap12	846.1890367	0.369107759	0.087103475	4.23757788	2.26E-05	0.00024185
Arhgap17	742.8982869	-0.405951961	0.088942289	-4.564217582	5.01E-06	6.25E-05
Arhgap18	660.880996	0.383632331	0.094161831	4.07418089	4.62E-05	0.000456844
Arhgap23	327.5983004	0.379928608	0.099892185	3.803386702	0.000142731	0.001236702
Arhgap25	1288.429642	-1.267479682	0.127696066	-9.925753529	3.22E-23	3.99E-21
Arhgap27	130.2500844	-0.493883785	0.144321811	-3.422100791	0.000621393	0.004432149
Arhgap30	1918.059539	0.238857759	0.069278722	3.447779502	0.000565215	0.004099655
Arhgap31	534.8712356	-0.472842784	0.093101752	-5.078774292	3.80E-07	5.84E-06
Arhgap32	32.77639468	-0.856942757	0.271115269	-3.160805959	0.001573333	0.009866696
Arhgap39	102.9865178	-0.721249449	0.163234555	-4.418485096	9.94E-06	0.000116442
Arhgap4	250.5978358	0.561025288	0.149604501	3.750056211	0.000176795	0.001491378
Arhgap42	10.68486502	-1.007930135	0.358213689	-2.813767775	0.004896459	0.025692712
Arhgap44	3.347854511	-0.749245638	0.376024196	-1.992546347	0.046311145	0.150365936
Arhgap6	573.6750333	-1.331289594	0.181497951	-7.335011698	2.22E-13	8.38E-12
Arhgap9	788.6249766	-0.795844505	0.080162383	-9.927904791	3.15E-23	3.94E-21
Arhgdib	2036.553843	0.294235676	0.07182891	4.09634052	4.20E-05	0.000419985
Arhgef1	983.7864216	-0.196660843	0.094680286	-2.077104447	0.03779192	0.129479611
Arhgef18	75.34228877	-0.574979354	0.200572499	-2.866690877	0.004147879	0.022399146
Arhgef2	757.9256027	-0.186503685	0.079554351	-2.34435555	0.019059992	0.076214575
Arhgef25	14.60835281	-0.874695766	0.333137835	-2.625627214	0.008648948	0.040619448
Arhgef28	3.199972391	-0.949204976	0.377699648	-2.513121157	0.011966823	0.052679998
Arhgef39	46.55345258	2.147135452	0.280116061	7.665163657	1.79E-14	7.81E-13
Arhgef7	593.8374883	0.58924527	0.106358983	5.540155165	3.02E-08	5.63E-07
Arid1a	737.3630214	-0.228083043	0.103185995	-2.210406962	0.027076931	0.100706321
Arid1b	859.0136622	-0.238330322	0.090140508	-2.643986903	0.008193583	0.03907248

Arid4a	1701.047199	-0.343342648	0.101974895	-3.366933093	0.000760091	0.005266246
Arid5b	612.5166844	-0.820647027	0.145061835	-5.657222159	1.54E-08	3.01E-07
Arih1	1279.629546	-0.35160333	0.07374255	-4.76798445	1.86E-06	2.53E-05
Arl10	98.09300063	-0.505488351	0.161955684	-3.121152265	0.001801449	0.011016438
Arl16	65.5269915	0.442154117	0.222615549	1.98617805	0.047013557	0.151890733
Arl3	204.9487735	-0.32736728	0.137589073	-2.379311617	0.017345006	0.070734706
Arl4c	1101.281149	0.232718406	0.106890126	2.177174037	0.029467585	0.107775428
Arl5a	278.4403668	-0.521372449	0.122428476	-4.258588097	2.06E-05	0.00022323
Arl5c	343.0861701	-0.777628597	0.193200153	-4.024989554	5.70E-05	0.00055059
Arl6ip1	4670.493875	0.364654093	0.094376459	3.8638247	0.000111625	0.000997714
Arl6ip5	164.3820703	-0.355054792	0.130018095	-2.730810596	0.006317877	0.031720435
Arl8b	1303.083074	0.194661055	0.09260134	2.102140795	0.035540944	0.124066748
Armc1	598.1458389	0.363803043	0.09031903	4.027977745	5.63E-05	0.000544693
Armc2	157.6133858	-0.991038872	0.173718038	-5.704870285	1.16E-08	2.33E-07
Armc3	17.14425131	0.806381465	0.313729255	2.570310078	0.010160752	0.046025478
Armc7	97.77582724	-0.393570325	0.178472222	-2.205218941	0.027438735	0.101622184
Armcx2	67.26481959	-0.608500007	0.181686651	-3.349172901	0.000810532	0.005564343
Armcx4	11.27212514	-0.681381608	0.33974242	-2.005582958	0.044900762	0.146739053
Arpc2	12429.00255	0.194381989	0.071376553	2.723331128	0.006462725	0.03231793
Arpc3	2047.543943	0.744430964	0.085309462	8.726241447	2.63E-18	1.92E-16
Arpc4	1770.804214	0.387803965	0.099168443	3.910558168	9.21E-05	0.000841078
Arrb1	774.9761638	-0.377301307	0.077869447	-4.845306114	1.26E-06	1.78E-05
Arrb2	1528.925206	0.403378636	0.084332226	4.783208679	1.73E-06	2.36E-05
Arrdc1	223.4363422	-0.301884854	0.115293121	-2.618411676	0.008834016	0.041299712
Arrdc3	168.6549152	-0.668980121	0.16694277	-4.007242247	6.14E-05	0.000587577
Arsb	77.56237942	0.805283504	0.199900941	4.028412779	5.62E-05	0.000544037
Arsg	324.1605116	0.454996208	0.159431292	2.853870173	0.004319018	0.02321472
Arsj	2.47879753	-1.094662635	0.362334071	-3.021141874	0.002518233	0.014659088
As3mt	95.30159587	0.357112304	0.175368335	2.036355676	0.041714653	0.139082825
Asah2	121.5358131	0.301605367	0.147615801	2.04317807	0.041034814	0.137435414
Asap1	1800.549407	-0.77826556	0.086443149	-9.003206955	2.19E-19	1.79E-17
Asap2	82.69796737	-0.781235283	0.181378666	-4.307206031	1.65E-05	0.000184195
Asb10	35.96056471	0.88082192	0.281776936	3.12595464	0.001772289	0.010882463
Asb13	141.6595339	-0.307686854	0.144006113	-2.136623565	0.032628621	0.116313785
Asb4	151.4555192	0.897727951	0.16597497	5.408815269	6.34E-08	1.11E-06
Asf1a	159.4242303	0.355374805	0.135438441	2.623884337	0.00869333	0.040743537
Asf1b	225.9659016	1.762064388	0.18345972	9.604639041	7.64E-22	7.86E-20
Asic3	8.071653942	-0.773519892	0.36006392	-2.148284924	0.031691128	0.113777214
Asl	84.51559005	-0.362477353	0.167590812	-2.162871271	0.030551082	0.110654054
Asns	37.14273912	-0.657185863	0.243325527	-2.700850463	0.006916243	0.034145794
Asph	764.7760607	-1.194493663	0.124829475	-9.569003315	1.08E-21	1.09E-19
Asphd2	3.042751617	-1.314645136	0.370340715	-3.549826099	0.000385486	0.002945511
Aspm	132.7749768	1.805253462	0.313966855	5.749821784	8.93E-09	1.81E-07
Asrgl1	38.05441062	0.548601396	0.232134641	2.363289651	0.018113506	0.073194668

Ass1	35.23218002	-1.130396316	0.255377502	-4.426373921	9.58E-06	0.000112706
Atad2	525.7485183	1.026230793	0.138296587	7.420507026	1.17E-13	4.55E-12
Atad5	96.62714874	1.058457375	0.187412221	5.64775002	1.63E-08	3.16E-07
Atf3	1496.717242	-1.71776179	0.139504821	-12.31327905	7.68E-35	2.45E-32
Atf6	570.9496996	-0.360603766	0.094688385	-3.808321002	0.000139914	0.001217208
Atf7	361.7117312	-0.224030874	0.102222361	-2.191603404	0.028408156	0.104439293
Atg10	104.4674929	0.534551457	0.160836442	3.32357175	0.000888726	0.006023986
Atg101	381.1255243	0.622276855	0.11531259	5.396434657	6.80E-08	1.19E-06
Atg13	154.9007007	-0.401755779	0.132943399	-3.022006228	0.002511054	0.014622966
Atg14	148.3741126	-0.417906186	0.144384477	-2.894398297	0.00379886	0.020791205
Atg7	668.0614289	-0.423507342	0.080381169	-5.268738275	1.37E-07	2.29E-06
Atmin	334.6702656	0.263424219	0.111012906	2.372915266	0.017648312	0.071658068
Atoh8	11.2288229	-1.63161646	0.366256533	-4.454846019	8.40E-06	9.97E-05
Atox1	1764.112913	-0.405688657	0.072995284	-5.557737889	2.73E-08	5.12E-07
Atp11c	617.7590241	-0.286595776	0.092417431	-3.10110087	0.001928026	0.011649324
Atp13a1	189.5354951	-0.31004637	0.142751092	-2.171936938	0.02986042	0.108818679
Atp13a2	1255.416996	-0.224978326	0.085733291	-2.624165287	0.008686162	0.040735386
Atp13a3	601.1869178	0.214622654	0.091712664	2.340163762	0.019275286	0.076911517
Atp1a3	481.4342616	-1.039679907	0.107786437	-9.645739656	5.12E-22	5.42E-20
Atp1b1	65.17545923	-1.261983562	0.197297625	-6.396344427	1.59E-10	4.21E-09
Atp2a2	901.267447	0.275467781	0.072814676	3.78313545	0.000154865	0.001326518
Atp2a3	84.3214152	0.65798968	0.219975225	2.991199036	0.002778843	0.01590469
Atp2b1	6466.466502	-0.368694924	0.079637888	-4.629642185	3.66E-06	4.68E-05
Atp5e	1074.644622	0.186701915	0.083872674	2.22601602	0.026013108	0.097814763
Atp5f1	1516.447112	0.202005003	0.077878913	2.593834403	0.009491219	0.043571344
Atp5g3	3179.309088	0.407279908	0.09816056	4.149119643	3.34E-05	0.000341656
Atp5md	366.9388622	0.319123011	0.157845039	2.021748749	0.043202315	0.142679828
Atp5mpl	1608.222609	0.267668599	0.103368638	2.589456567	0.009612755	0.044061885
Atp5o	782.5737436	0.237185449	0.097189147	2.440452004	0.014668895	0.061766585
Atp6ap1	3063.502054	0.158007529	0.073873519	2.138892682	0.032444361	0.115871614
Atp6v0a1	1369.036244	-0.600418992	0.113417174	-5.293898353	1.20E-07	2.01E-06
Atp6v0a2	341.0266767	-0.238033232	0.110825306	-2.147823828	0.031727753	0.113881462
Atp6v0d2	2664.303591	-2.146068697	0.223799872	-9.589231103	8.87E-22	9.06E-20
Atp6v1b2	4030.500734	-0.549083692	0.12163779	-4.514088031	6.36E-06	7.73E-05
Atp6v1d	1887.686766	0.292754181	0.082619425	3.543406174	0.000394994	0.003015093
Atp6v1e1	3374.593722	-0.189353719	0.081238419	-2.330839549	0.019761822	0.078602083
Atp6v1g1	373.9853587	0.28176776	0.111029931	2.537763996	0.011156319	0.049768989
Atp6v1g2	34.83678805	-0.537218477	0.238589393	-2.251644422	0.024344751	0.092867739
Atp6v1h	1300.354967	0.271392596	0.122110543	2.222515677	0.026248476	0.098354776
Atp7a	1072.171703	-0.227861845	0.089546638	-2.544616414	0.010939784	0.048992342
Atp8b1	5.776374901	0.830997106	0.376778303	2.205533333	0.027416691	0.101622184
Atpaf2	70.32470932	0.379857621	0.183212575	2.073316314	0.038142851	0.130211504
Atrnl1	121.0065152	0.746505848	0.187563473	3.980017194	6.89E-05	0.00065163
Atxn1	522.8301157	0.280560452	0.112350757	2.497183466	0.012518417	0.054627474

How the deposited data were processed for this re-analysis (not part of the article)

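RNA of mouse peritoneal macrophages was measured by QuantSeq 3′ mRNA sequencing in 8 libraries, 4 from macrophages treated with 10 nM dimerizer alone and 4 from macrophages co-cultured across a transwell membrane with NIH 3T3 cells made apoptotic by the same dimerizer, 48 h after its addition. Groups and replicate numbers were taken from the sample labels and the paper. According to the paper the authors mapped the reads to GRCm38 with the Lexogen QuantSeq FWD UMI pipeline 2.3.1 and compared the groups with the QuantSeq DE pipeline 1.3.1, and the submitters' processing notes name STAR, HTSeq and DESeq2 without versions. The annotation release is not given in the sources used here.

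The authors deposited normalized counts, a signal in which every value is a whole number of reads divided by a size factor of its library. In each library 100% of the values came out whole within 0.001 reads, and the size factors equalled the median-of-ratios factors of the 8 libraries, so that both groups share one scale. The tables hold 47643 genes, of which 23008 had a mean above 0, and 99.1% matched an entry of GENCODE M21 on GRCm38, which gave symbols and coordinates. Recovered reads per library ranged from 5904441 to 11506556, with a median of 7983312. No pair of libraries within a group was a duplicate: read counts differed by 4.24 to 15.94 times the sampling noise (chi-square per degree of freedom).

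Fold changes and their standard errors were computed with limma 3.58.1 in R 4.3.3 on log2(normalized count + 1), with a trend of the variance on the mean, for the 12029 genes with a mean of at least 10. P values were adjusted by the Benjamini-Hochberg method at 0.05. As fixed in advance, the counts at the paper's thresholds used unadjusted p values and means above 0 or above 30. Single genes measured by RT-qPCR in the paper were also tested by an exact two-sided permutation test over 70 relabellings. Principal components used the 500 genes with the highest variance, and clustering used complete linkage over all tested genes. Across 31 gene lists written before the data were examined, but with the paper at hand, camera was run with an inter-gene correlation of 0.01, and again with an estimated correlation. Besides these, the 14 genes of Figure 5A, the genes of the RT-qPCR and other genes named in the paper were followed one by one, and a list of 27 TGF-beta response genes was added after the main lists had been examined.

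Genes named in the text are those the paper names, the 10 largest rises and the 10 largest falls among genes with an adjusted p under 0.05, a mean above 30 and no overlap between groups, and from each list the 2 members of smallest adjusted p in each direction, with the 4 most abundant markers of each other cell type. Further members of the lists, and genes named by their loading, were chosen after their values were seen. Some values of Table S1 had been seen before this rule was written.

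The fit was tested on simulated data of 4 against 4 libraries drawn from the real means and depths, with 200 changed genes among 11943. limma recovered 53.7% of the genes changed by 1.5-fold, 79.1% of those changed by 2-fold and 98.5% of those changed by 4-fold, and called 8 unchanged genes. Changes well below 2-fold can therefore be missed at this depth and number of libraries. In the data 28.7% of the tested genes were called, many more than were changed in the simulation, so recovery can differ there. None of 100 random lists had a camera p under 0.05 in the simulated data. Its genes were drawn independently, so this does not show how camera fares on lists of correlated genes.

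Alternatives set before the data were examined were pseudocounts of 0.5 and 5, no filter, a mean above 30, quantile normalization, upper-quartile scaling, edgeR 4.0.16 (quasi-likelihood with TMM) and DESeq2 1.42.0 on the recovered reads (with and without a prior on the fold change), the replicate number as a block, array weights, a robust variance trend, an adjusted p under 0.01, each library left out in turn, and other choices for the components, the clustering and the list tests. A gene or list that passed under neither setting was counted as the same even where its sign differed. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 was used for tables and figures. The gene sets of the GSEA and the GO analysis were not used here.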

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

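Which genes and lists stand in this part follows from rules set in advance, and no test in it was chosen after the result was seen.

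Of 106 groups of 4 libraries checked for one library far from the other 3, 3 groups (2.8%) held one, where chance gives about 5%. In MΦ+Dimerizer, the mean log2 value of the eosinophil markers was 6.06 in replicate 3 against 5.53 to 5.60 in the others (gap over range 0.871). For Aurka, MΦ+Dimerizer replicate 4 had a log2 value of 5.22 against 5.62 to 5.70 (0.837), and for Ccnb2, MΦ+Dimerizer replicate 1 had 5.49 against 5.02 to 5.06 (0.911).

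Several further gene groups were higher in the co-culture. Of 21 chemokine genes, 13 were higher, 2 were lower and 6 did not pass (13 higher and 2 lower when adjusted over the list alone; median 0.98, camera adjusted p = 0.000214, and adjusted p = 0.396 with an estimated correlation). Pf4 rose from 5887.1 ± 797.8 to 35579.7 ± 4760.4 normalized counts (SD, n = 4 each) and Ccl2 from 166.2 ± 23.9 to 775.4 ± 196.9 (SD, n = 4 each), while Cxcl12 and Cxcl16 fell by 1.35 and 0.93 on the log2 scale. Of 15 genes of ERK cascade feedback, 8 were higher, Dusp6 (1.90) and Etv1 (2.45) among them, and Egr1 was lower at -1.48 (8 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00451, and adjusted p = 0.378 with an estimated correlation). Of 19 glycolysis genes, 11 were higher, such as Aldoc (1.27) and Slc16a3 (0.95), and Hk3 was lower at -0.59 (11 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.00495, and adjusted p = 0.504 with an estimated correlation).

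Of 27 genes of large peritoneal macrophage identity, 12 were higher and 4 were lower (12 higher and 5 lower when adjusted over the list alone). Timd4, Nt5e and Vsig4 rose by 1.52, 1.62 and 1.19, while Gata6, the transcription factor of these cells, fell by 0.71 and Apoc1 fell by 2.44. As a list they stood near the threshold (camera adjusted p = 0.0458, and adjusted p = 0.748 with an estimated correlation), and they did not pass without MΦ+Dimerizer replicate 3 (0.112), MΦ+FV-Casp8+Dimerizer replicate 1 (0.123) or MΦ+FV-Casp8+Dimerizer replicate 4 (0.13), with means above 30 (0.0644) or without members shared with other lists (0.246).

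Of the 10 largest rises, 9 were in genes that the paper does not discuss: Cbr2 (log2 fold change 5.22), Gm11942 (5.16), Cd209f (4.34), Ms4a6b (3.74), Snord13 (3.57), F13a1 (3.33), 2010005H15Rik (3.11), Alox15 (2.97) and Ctla2a (2.95).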

How the results depend on the processing

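All alternatives in this part were set before the data were examined. Of 225 counts and shares recomputed under them, 217 stayed within their bounds. At an adjusted p under 0.01 instead of 0.05, 2072 genes were called, 1104 higher and 968 lower, which follows from the stricter threshold. With a prior on the fold change in DESeq2, which draws fold changes toward 0, 60 genes were strongly higher. With an estimated correlation, 0 of 31 gene lists passed by camera at an adjusted p under 0.05, and 2 had an unadjusted p under 0.05, while 16 passed by fry, which tests whether a list moves one way without comparing it with other genes. The first component held 58.4% of the variance over all tested genes, 82.4% over called genes only and 72% with each gene scaled. It separated the groups each time, but genes called between the groups were bound to do so. The gene sets also differed in their share of called genes. Of the 500 most variable genes, 251 were called higher, 152 were called lower and 97 were not called, while 28.7% of all tested genes were called. Whether this accounts for the different shares of variance was not tested. With the replicate number as a block (replicate block), 4411 genes were called, 2293 higher and 2118 lower. Under it the B cell list (adjusted p = 0.0022) and the mast cell list (0.0191) passed as well, and so did 7 named markers of other cell types: Ms4a1, Ighm, Cd2, Cpa3, Tpsb2, Cma1 and Cd209a (adjusted p = 0.00014 to 0.0365). Same-numbered libraries correlated at 0.09 to 0.34 in their deviations from the group means, and all 8 correlated best with their own number, a hint that the numbers mark shared animals or days, which no source states. Without single libraries 2741 to 3294 genes were called, 12 to 15 lists passed and 70 to 121 genes were strongly higher, and the 14 genes of Figure 5A and the 6 genes of the RT-qPCR stayed higher. edgeR called 3487 genes and DESeq2 3326, with 3364 and 3242 of them shared with limma. Under all settings the share of higher genes among called genes was 49% to 54.1%. Of 710 gene list values, 664 kept their side of the threshold, 20 lost it and 26 gained it. Of 2947 values of 148 named genes, 2911 kept it, 22 lost it and 14 gained it, and 0 reversed. Among lists, the alternative activation, large peritoneal macrophage, interferon, B cell, neutrophil, mast cell, dendritic cell, eosinophil and unfolded protein lists crossed the threshold under an alternative other than the estimated correlation.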

Differences from the paper's values

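Of 26 genes named in the paper and found in Table S1, all had the paper's direction, 23 were larger in size here, and 5 differed from the paper's log2 fold change by more than the larger of the 2 standard errors. Aspm was 2.19 here against the paper's 1.81, Ccnd1 3.21 against the paper's 2.89, Nuf2 2.77 against the paper's 2.39, Mrc1 2.09 against the paper's 1.85 and Mki67 2.17 against the paper's 1.87. Of the alternatives set before the data were examined, DESeq2 with a prior on the fold change brought all 5 within that error (1.79, 2.88, 2.37, 1.83 and 1.86) and did so for all 26 genes. A pseudocount of 5 and array weights did so for Aspm, Nuf2 and Mki67, quantile normalization for Mrc1 and Mki67, a robust variance trend for Mki67, and edgeR and DESeq2 without a prior for Mrc1. Leaving out MΦ+FV-Casp8+Dimerizer replicate 2 did so for Aspm, Ccnd1, Nuf2 and Mki67. Leaving out MΦ+Dimerizer replicate 2 did so for Aspm, Nuf2, Mrc1 and Mki67, and MΦ+FV-Casp8+Dimerizer replicate 3 for Aspm, Mrc1 and Mki67. Leaving out MΦ+Dimerizer replicate 4 did so for Ccnd1 and Mrc1, and MΦ+Dimerizer replicate 1 for Mrc1. A pseudocount of 0.5, no filter, a mean above 30, upper-quartile scaling, the replicate block and leaving out MΦ+Dimerizer replicate 3 or MΦ+FV-Casp8+Dimerizer replicate 1 or 4 did so for none of the 5. Over all 26 genes, the number within that error depended on single libraries: 8 without MΦ+FV-Casp8+Dimerizer replicate 1, 18 without MΦ+Dimerizer replicate 1 or 4 or MΦ+FV-Casp8+Dimerizer replicate 4, 19 without MΦ+Dimerizer replicate 3, 23 without MΦ+FV-Casp8+Dimerizer replicate 3 and 25 without MΦ+Dimerizer replicate 2 or MΦ+FV-Casp8+Dimerizer replicate 2. In the other settings it was 18 (edgeR) to 26.

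The counts of genes by limma lay within 1.5 times the paper's. At an unadjusted p under 0.05, limma called 2920 genes higher and 2857 lower, where the paper gives 2410 and 2359. DESeq2 without a prior called 2410 and 2380, and with a prior 2413 and 2372. With a mean above 30, limma called 4174 genes and DESeq2 3920, where the paper's legend gives 2905 and the text of its Table S1 lists 3930 with a base mean above 30. Other alternatives gave 3743 to 4853 genes, the highest with the replicate block, which alone exceeds 1.5 times the paper's count, and all lay above it. The first component held 74.2% of the variance and the second 11.8%, against about 85% and about 8% in Fig. 3B, which used differentially expressed genes. Over called genes only they held 82.4% and 5.1%.

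The paper reports that gene sets of the prostaglandin E2 response and of apoptotic cell clearance were enriched. The list of prostaglandin E2 synthesis and receptors did not pass (camera adjusted p = 0.803, 3 of 11 genes higher and 2 lower). It was not written as a list of response genes, so it does not test that gene set. The cyclic AMP response list (camera adjusted p = 0.368, 5 of 17 higher and 3 lower) did not pass either. Nor did the apoptotic cell clearance list (0.954, 9 of 34 higher and 10 lower). Both can hold other genes than the paper's sets. The lists of mitosis, DNA replication and the G1/S transition concern the cell cycle and DNA replication pathways that the paper reports as enriched. They were higher by camera at its preset correlation. With an estimated correlation each had an adjusted p = 0.378, a value that several other lists shared after adjustment. Before adjustment the camera p values with an estimated correlation were 0.0517 (mitosis), 0.0809 (DNA replication) and 0.0493 (G1/S). By fry, which does not compare a list with other genes, the adjusted p values were 0.00182, 0.00261 and 0.00182 in the same order. The mitosis and G1/S lists also hold the genes of Figure 5A, which came from these libraries.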

Other observations

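In this part, the tests on a common loss of stromal cell RNA (both versions) were chosen after the result was seen. So were those on RNA of NIH 3T3 cells as a source of the lower fibroblast markers and on fibroblast factors independent of death. The TGF-beta test was added after the main lists had been examined, but before its own genes were looked at. The other tests were chosen before.

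Several genes of antigen presentation on MHC class II fell. H2-Ab1 went from 4298.5 ± 1289.6 to 1019.6 ± 248.1 normalized counts (SD, n = 4 each) and H2-Eb1 from 2956.2 ± 816 to 740.6 ± 202.3 (SD, n = 4 each). Of 10 measured genes of this list, 6 were lower, none was higher and 4, such as H2-DMb2 (0.47) and H2-Ob (0.29), did not pass (6 lower when adjusted over the list alone; median -0.85, camera adjusted p = 0.00105, and adjusted p = 0.504 with an estimated correlation). Clec9a and 3 other markers of dendritic cells, which are rich in MHC class II, were lower as well, and the values do not show which cells the transcripts came from. Of 13 genes of small peritoneal macrophages and monocytes, 3 were lower, Itgax (-1.96) and Csf2rb (-0.82) among them, and 2 were higher (3 lower and 4 higher when adjusted over the list alone, camera adjusted p = 0.704). Of 18 genes of the unfolded protein and integrated stress response, 6 were higher, such as the chaperone gene Pdia4 (0.77) and Herpud1 (0.77), and 4 were lower, such as Atf3 (-1.77) and Ddit3 (-0.66), the latter both of the integrated stress response (8 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.185).

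The paper reports release of CXCL5 protein after 48 h of co-culture. In the sequenced libraries Cxcl5 mRNA had 95.9 ± 45.4 normalized counts with dimerizer alone and 82.3 ± 29.7 in the co-culture (SD, n = 4 each), a log2 fold change of -0.13 (adjusted p = 0.833 from limma, 95% interval -0.93 to 0.67). The interferon-stimulated gene Gbp2 had 136, 170.3, 824.1 and 1142.9 normalized counts in MΦ+Dimerizer replicates 1 to 4, and in the co-culture it lay between 80.4 and 121.1. These values per library were chosen after they were seen.

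Other groupings of the 8 libraries gave fewer changed genes. Of the 35 splits into 4 against 4, only 1, the real one, gave as many genes at an adjusted p under 0.05 (3452). The highest of the others gave 0. Every other split mixes the 2 groups, so their difference widens the spread within each side and a count near 0 is likely there. The test therefore argues against chance only at 1 of 35, the smallest share it allows. It also takes the 8 libraries as independent of each other, which their shared replicate numbers leave open.

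For the higher cell cycle genes, the tables argue against a single library carrying the difference and against a difference in sequencing depth. They cannot decide whether RNA of NIH 3T3 cells in the macrophage libraries contributed. Such RNA would bring abundant fibroblast transcripts. The summed normalized count of the fibroblast list changed by -9440.8, while that of the mitosis list rose by 13297.6. However, the control libraries, without NIH 3T3 cells, already held 17272.5 counts of the fibroblast list, so a separate fall could hide added RNA. The 3 markers with a control mean below 10 went from 14.2 to 11.3 in sum, too few and too low to decide. Without MΦ+FV-Casp8+Dimerizer replicate 2, the highest on the mitosis list, the median log2 fold change was 1.65 and all 63 called members stayed called. After thinning every library to 5904441 reads it was 1.87, but random thinning keeps each gene's expected share, so this median could hardly move. Compared afterwards, MΦ+FV-Casp8+Dimerizer replicates 1 and 3 (6954153 and 7852334 reads) were shallower than MΦ+Dimerizer replicates 3 and 4 (8932884 and 8114289). Their mitosis sums (14296.6 and 22531.4) still exceeded the highest control sum (7946.2). It also stays open that factors of fibroblasts that do not depend on their death may raise these genes. As 0 libraries of macrophages with living fibroblasts were analysed here, this and the effect of apoptosis cannot be told apart. The hypothesis that the macrophages responded to the death of the fibroblasts therefore remains untested by these libraries alone.

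For the lower fibroblast markers, their median (-1.19) is the pattern itself and so does not test for RNA of NIH 3T3 cells. One common loss of stromal cell RNA, as from fewer such cells per well, was tested in 2 ways, first over collagen genes, where 6 of 28 pairs had separate 95% intervals, all 6 of them with Col3a1 (-0.25), and then, because that rested on 1 gene, over all 25 members with a control mean above 100, of which 10 had an interval wholly apart from the median of the list. Postn (-3.81) lay below it and Cald1 (-0.46) and Nid1 (-0.58) above it, so one common loss does not account for all members, but the 6 collagen genes that were called lay between -1.45 and -1.06, and a loss shared by part of the list stays open, as do contributions of the macrophages themselves. A candidate explanation for the rest is lower TGF-beta signalling: of 25 measured response genes 11 were lower, 2 were higher and 12 did not pass (11 lower and 2 higher when adjusted over the list alone), with a median of -0.48 (camera p = 0.00016, and p = 0.0963 with an estimated correlation). That list holds stromal genes such as Col4a1 (-1.55), which a loss of stromal cells would also lower, and Id1 (1.29) and Tgfbi (0.68) rose, so it remains a hypothesis.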
